# CaMKIIβ deregulation contributes to neuromuscular junction destabilization in Myotonic Dystrophy type I

**DOI:** 10.1186/s13395-024-00345-3

**Published:** 2024-05-21

**Authors:** Denis Falcetta, Sandrine Quirim, Ilaria Cocchiararo, Florent Chabry, Marine Théodore, Adeline Stiefvater, Shuo Lin, Lionel Tintignac, Robert Ivanek, Jochen Kinter, Markus A. Rüegg, Michael Sinnreich, Perrine Castets

**Keywords:** Myotonic dystrophy, Neuromuscular junctions, CaMKII, Synaptic genes, Fibre type

## Abstract

**Background:**

Myotonic Dystrophy type I (DM1) is the most common muscular dystrophy in adults. Previous reports have highlighted that neuromuscular junctions (NMJs) deteriorate in skeletal muscle from DM1 patients and mouse models thereof. However, the underlying pathomechanisms and their contribution to muscle dysfunction remain unknown.

**Methods:**

We compared changes in NMJs and activity-dependent signalling pathways in *HSA*^*LR*^ and *Mbnl1*^*ΔE3/ΔE3*^ mice, two established mouse models of DM1.

**Results:**

Muscle from DM1 mouse models showed major deregulation of calcium/calmodulin-dependent protein kinases II (CaMKIIs), which are key activity sensors regulating synaptic gene expression and acetylcholine receptor (AChR) recycling at the NMJ. Both mouse models exhibited increased fragmentation of the endplate, which preceded muscle degeneration. Endplate fragmentation was not accompanied by changes in AChR turnover at the NMJ. However, the expression of synaptic genes was up-regulated in mutant innervated muscle, together with an abnormal accumulation of histone deacetylase 4 (HDAC4), a known target of CaMKII. Interestingly, denervation-induced increase in synaptic gene expression and AChR turnover was hampered in DM1 muscle. Importantly, CaMKIIβ/βM overexpression normalized endplate fragmentation and synaptic gene expression in innervated *Mbnl1*^*ΔE3/ΔE3*^ muscle, but it did not restore denervation-induced synaptic gene up-regulation.

**Conclusions:**

Our results indicate that CaMKIIβ-dependent and -independent mechanisms perturb synaptic gene regulation and muscle response to denervation in DM1 mouse models. Changes in these signalling pathways may contribute to NMJ destabilization and muscle dysfunction in DM1 patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-024-00345-3.

## Background

Myotonic Dystrophy type I (DM1) is a multisystemic disorder caused by expanded CTG triplet repeats in the 3’UTR of the *DMPK* (*Dystrophia Myotonica Protein Kinase*) gene that leads to muscle wasting, weakness and inability to relax (myotonia). Accumulation of toxic transcripts containing the expanded CUG repeats leads to the nuclear sequestration of splicing factors. The consecutive mis-splicing of specific genes is determinant in the pathogenesis of DM1-associated muscle alterations [1, 2]. For example, mis-splicing of the *CLCN1* gene, which encodes the chloride channel ClC-1, is implicated in myotonia development. Mis-splicing of several genes encoding proteins of Ca^2+^-associated signalling pathways has also been shown to contribute to muscle dysfunction. In particular, previous reports revealed that mis-splicing of *CAMK2* genes, encoding Ca^2+^/calmodulin-dependent protein kinases II (CaMKIIs), is a hallmark of DM1 [3–5]. However, the functional consequences of CAMKII deregulation in DM1 muscle and its contribution to DM1 pathogenesis have not been explored.

CaMKIIs are important for the maintenance of neuromuscular junctions (NMJs), which are the synapses connecting motor neurons to muscle fibres. Especially, CaMKIIs enhance the recycling of acetylcholine receptors (AChRs) upon their internalization in the sub-synaptic region of muscle fibres (i.e., the endplate) [6]. Moreover, CaMKIIs indirectly repress the expression of synaptic genes in non-synaptic regions of innervated muscle, by inhibiting the myogenic transcription factor myogenin and the histone deacetylase 4 (HDAC4) [7–9]. Hence, deregulation of the CaMKII signalling pathway may affect NMJ maintenance, by perturbing the expression and the dynamics of synaptic proteins.

Early studies on DM1 muscle biopsies pointed to NMJ-associated abnormalities, such as a reduced number of presynaptic vesicles, enlarged endplates or angular muscle fibres [10–13]. NMJ alterations have also been reported in *DMSXL* mice and in mice deficient for Muscleblind-like 1/2 (Mbnl1/2), two mouse models of DM1, as well as in *C. elegans* DM1 mutants [14, 15]. The lack of denervation markers (e.g., non-junctional AChR clusters) and the absence of massive motor neuron loss rejected the hypothesis that spontaneous denervation is part of DM1 pathogenesis [16, 17]. However, the contribution of neuronal deregulations to NMJ defects has recently been proposed from human motoneuron / muscle cells co-culture [18]. Nuclear foci, characteristic of DM1-associated accumulation of toxic RNA, were detected at the endplate and may alter the expression of synaptic genes [19]. Consistently, mis-splicing of some synaptic genes has been reported in muscle cells from DM1 patients [20]. Hence, NMJ deterioration in DM1 is likely to contribute to muscle dysfunction, but the underlying pathomechanisms remain unknown.

Here, we analysed changes in activity-dependent signalling pathways in *HSA*^*LR*^ and *Mbnl1*^*ΔE3/ΔE3*^ mice, two established DM1 mouse models. Both mouse models displayed increased fragmentation of the endplate, which preceded muscle alterations. *HSA*^*LR*^ and *Mbnl1*^*ΔE3/ΔE3*^ mice also showed major deregulation of CaMKIIβ signalling in muscle, which contributed to increase synaptic gene expression and endplate fragmentation in innervated conditions. Interestingly, the muscle response to denervation was hampered in *Mbnl1*^*ΔE3/ΔE3*^ mice, independently from CaMKIIβ/βM deficiency. Hence, perturbations in activity-dependent signalling pathways may contribute to NMJ destabilization and muscle dysfunction in DM1 patients.

## Methods

### Mice

Homozygous mice of the mouse line LR20b carrying about 250 (CTG) repeats within the *HSA* transgene (*HSA*^*LR*^) were obtained from Thornton and colleagues (University of Rochester Medical Centre, Rochester, New York, USA) [21]. Mice of the corresponding background strain (FVB/N) were used as controls. Mice were genotyped for the *HSA*^*LR*^ transgene by quantifying human *ACTA1* levels normalized to endogenous actin (mouse *Acta1*) in genomic DNA. Mice from the *Mbnl1ΔE3* line were obtained from Swanson and colleagues (College of Medicine, University of Florida, Gainesville, Florida, USA) [22]. *Mbnl1*^*+/+*^ littermates from the corresponding background strain (C57BL/6) were used as controls. Mice from the *Mbnl1ΔE3* line were genotyped for exon 3 depletion at the *Mbnl1* locus. Mice were maintained in a conventional specific-pathogen-free facility with a fixed light cycle (23 °C, 12 h dark-light cycle). For the AAV study, anterior hindlimb compartments of control and mutant mice were injected with adeno-associated virus serotype 9 (AAV9; GeneCopoeia) carrying either the transgene for CaMKIIβ (AA09-Mm33884-AV01-A00-GS), CaMKIIβM (AA09-Mm44818-AV01-A00-GS) or GFP (AA09-NEG-AV07-A00) at a dose of 8 × 10^10^ viral particles per compartment. Sciatic nerve cut was conducted as described previously [23]. All animal studies were performed in accordance with the European Union guidelines for animal care and approved by the Veterinary Office of the Cantons of Basel city (application number 2601) and Geneva (application number GE220/GE227).

### Muscle force and relaxation

In vitro force measurement of EDL muscle and late relaxation time evaluation were conducted as previously described [24, 25].

### Western blotting

Muscles powdered in liquid nitrogen were lysed in cold RIPA + buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 1% Triton X, 10% glycerol, phosphatase and protease inhibitors). Subcellular fractionation was done according to Dimauro et al. (2012) [26]. Following dosage (BCA Protein Assay, Pierce), proteins were separated on SDS-polyacrylamide gels and transferred to nitrocellulose membrane. Blots were blocked in TBS, 3% BSA, 0.1% Tween-20, and incubated overnight at 4 °C with primary antibodies, then for 2 h with HRP-labelled secondary antibodies. Immunoreactivity was detected using the Western blot chemiluminescent substrate LumiGLO (Seracare) and exposed to Super RX-N films (Fujifilm) or revealed with iBright™ Imaging System (ThermoFisher). Protein expression was normalized to α-actinin or GAPDH, or to total protein levels of the corresponding phosphorylated form. The list of antibodies used is provided in Supplementary Materials.

### Polymerase chain reaction

Total RNAs were extracted with the RNeasy Mini Kit (Qiagen), reverse transcribed with the SuperScript III First-Strand Synthesis System (Invitrogen), and amplified with the Power SYBR Green Master Mix (Applied Biosystems) or the Hot FirePol EvaGreen qPCR Mix (Solis BioDyne). Expression of specific spliced or pan transcripts was analysed by end-point PCR and electrophoresis, or by quantitative PCR with the Step-One software and normalization to *Tbp* expression. The list of primers used is provided in Table S1.

### Histology and immunofluorescence

Muscles were frozen in liquid nitrogen-cooled isopentane. Eight-micrometre muscle sections were stained with H&E and observed with an upright microscope (Olympus). For immunostaining, sections were fixed with 4% paraformaldehyde (PFA) or kept unfixed, then blocked in PBS, 3% BSA, incubated sequentially with primary and secondary fluorescent antibodies (Invitrogen, Jackson ImmunoResearch), mounted with Vectashield medium (Vector), and observed with Leica or Zeiss fluorescent microscopes. Quantification of fibre type and size was done as previously reported [27].

### Muscle bundle staining

To analyse NMJ organization, muscles were bathed ex vivo with α-bungarotoxin(Btx)-Alexa555 (2 µg/ml - Invitrogen) for 30 min, before being washed and fixed with 4% PFA. Muscle bundles were cut, permeabilized in PBS, 1% Triton-X100, and blocked in PBS, 1% BSA, 0.1% Triton-X100. Bundles were then successively incubated with primary antibodies against neurofilament and synaptophysin (to stain pre-synaptic compartment), and the corresponding secondary antibodies (Invitrogen, Jackson ImmunoResearch). Images were recorded using Leica and Zeiss confocal microscopes. 3D reconstructed images of endplates, based on Btx staining, were obtained with Imaris 10.1.1 software. The number of AChR fragments per endplate were counted manually in a double-blind manner. Volume and projected area of Btx-stained AChRs per endplate were measured with ImageJ/Fiji software.

### AChR turnover

AChR turnover was assessed by injecting Btx-Alexa647 and -Alexa555 (25 pmoles - Invitrogen) into TA/EDL muscles at days 1 and 10, respectively (5 and 14 days after nerve cut when combined with denervation), as previously described [23]. For turnover quantification, images were recorded using Leica or Zeiss confocal microscopes. Pixel dominance (old vs. new receptors) was calculated using Fiji and MATLAB software. The assays could be applied to TA and EDL muscles, but not to the *gastrocnemius* muscle because of its size and heterogeneity.

### Statistics

Quantitative data are displayed as mean ± SEM of independent samples, with n (number of individual experiments) ≥ 3. The statistical analysis of values was performed using unpaired Student’s t test or two-way ANOVA test with Tukey’s multiple comparisons test correction, with prior log transformation of the data that were not normally distributed (RNA and protein levels, relaxation time). A 0.05 level of confidence was accepted for statistical significance.

## Results

### DM1-associated muscle alterations are similar in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice

To evaluate changes in NMJs and activity-dependent pathways in DM1, we selected the *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mouse lines, which are two well-established DM1 mouse models. In *Mbnl1*^*ΔE3/ΔE3*^ mice, deletion of *Mbnl1* exon 3 leads to body-wide depletion of the splicing factor MBNL1 [22]. In contrast, *HSA*^*LR*^ mice express the *HSA* transcript (*Human Skeletal Actin*) with long (CTG) repeats only in skeletal muscle, which allowed to unveil cell-autonomous defects [21]. First, we compared the muscle phenotype between the two mouse models. There was no dystrophic sign in muscles from 3-month-old mutant mice (Fig. 1A, B), as previously reported [21, 22]. The dystrophic phenotype remained moderate in 9- and 12-month-old *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice, respectively (Fig. 1A, B). In particular, fibre size variation, increased proportion of fibres with internalized myonuclei, as well as intracellular vacuoles were present in *Mbnl1*^*ΔE3/ΔE3*^*tibialis anterior* (TA) and *gastrocnemius* muscles (Fig. 1A), as well as in *gastrocnemius* muscle from *HSA*^*LR*^ mice (Fig. 1B). In contrast, these alterations were rare in TA muscle from *HSA*^*LR*^ mice (Fig. 1B). This was consistent with previous reports describing differential muscle severity in this mouse model [28], which may pertain to the *HSA* promoter. This heterogeneity between muscles was not observed in *Mbnl1*^*ΔE3/ΔE3*^ mice. Both *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice exhibited a myotonic phenotype, as shown by the increased late relaxation time of *extensor digitorum longus* (EDL) muscle after ex vivo stimulation at 3 months (Fig. 1C and Fig. S1A) and 9/12 months (Fig. S1B) of age. In contrast, specific tetanic muscle force (sP0) was unaffected in 3-month-old mutant mice (Fig. 1D) and only slightly reduced in 9-month-old *Mbnl1*^*ΔE3/ΔE3*^ mice (Fig. S1C).

To evaluate DM1-associated mis-splicing, we next quantified the inclusion of exons 7a and 22 of the *Clcn1* and *Atp2a1* genes, which encode ClC-1 channel and SERCA1 (Sarco/Endoplasmic Reticulum Ca^2+^-ATPase), respectively. The inclusion of *Clcn1* exon 7a was strongly increased in *Mbnl1*^*ΔE3/ΔE3*^ TA muscle (Fig. 1E) and was accompanied by major reduction in total *Clcn1* transcript levels (Fig. 1F). *Clcn1* mis-splicing and down-regulation were similar in *gastrocnemius* muscle from *HSA*^*LR*^ mice (Fig. 1E, F). In contrast, TA muscle from *HSA*^*LR*^ mice showed milder changes in *Clcn1* splicing and no reduction in total *Clcn1* transcript levels (Fig. 1E, F). Similarly, the inclusion of *Atp2a1* exon 22 was abrogated in *Mbnl1*^*ΔE3/ΔE3*^ TA muscle and in *gastrocnemius* muscle from *HSA*^*LR*^ mice, while it was reduced by only half in *HSA*^*LR*^ TA muscle (Fig. 1G). These results confirm that both mouse models have mild muscle alterations, with similar DM1-associated phenotype observed in *Mbnl1*^*ΔE3/ΔE3*^ muscles and *HSA*^*LR*^*gastrocnemius* muscle, and milder changes detected in TA muscle from *HSA*^*LR*^ mice.

**Fig. 1:**
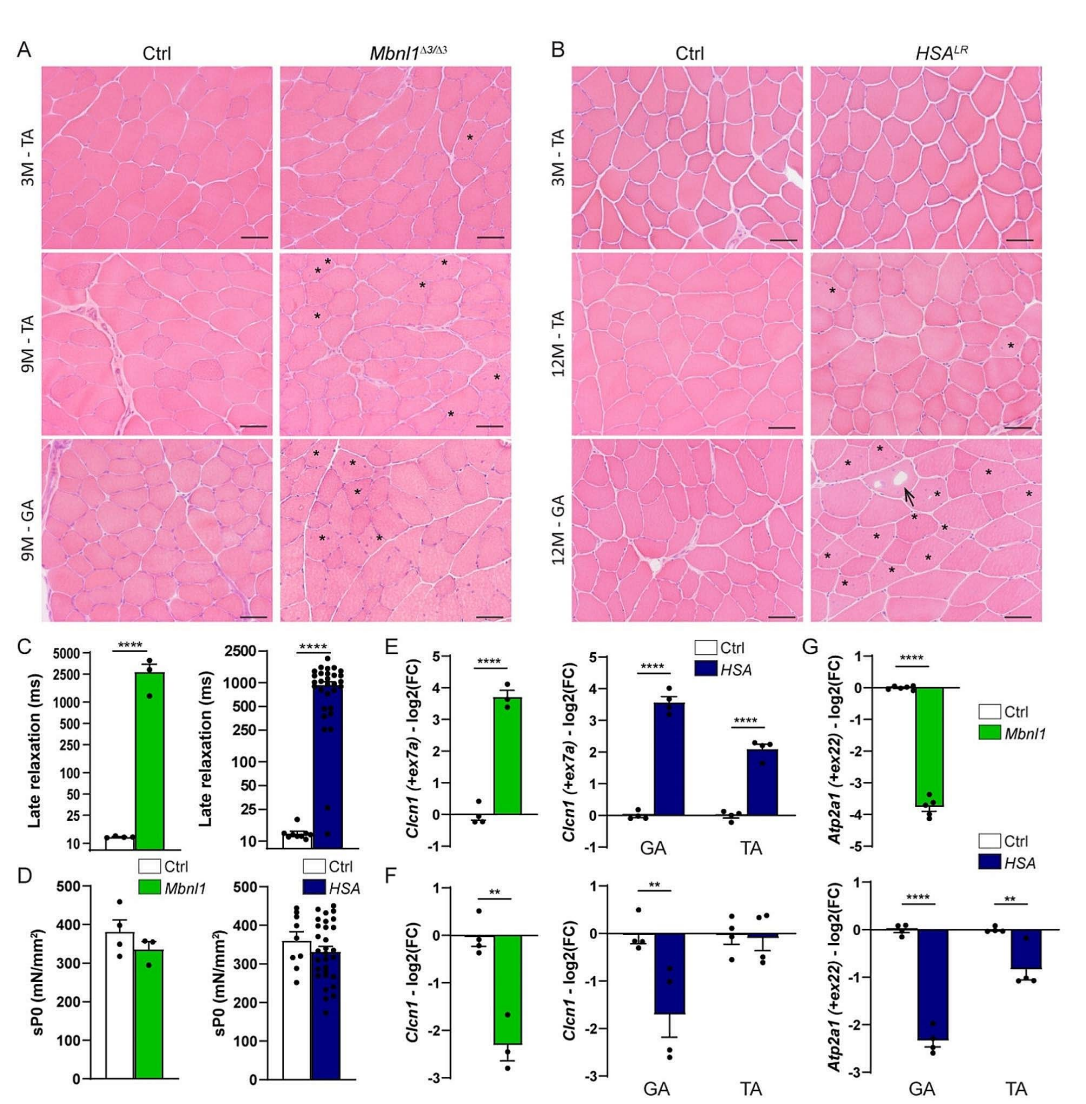
Muscle phenotype in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice. **A, B** H&E coloration reveals moderate myopathic alterations in TA and *gastrocnemius* (GA) muscles from 3- and 9-month(M)-old *Mbnl1*^*ΔE3/ΔE3*^ (A) and 3- and 12-month(M)-old *HSA*^*LR*^ mice (B). Asterisks and arrows point to internalized nuclei and vacuoles, respectively. Scale bar, 100 μm. **C** Late relaxation time upon stimulation is increased in EDL muscle from 3-month-old *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice, as compared to control mice. *n* = 4 Ctrl / 3 *Mbnl1*^*ΔE3/ΔE3*^; 9 Ctrl / 30 *HSA*^*LR*^. **D** Specific tetanic force (sP0) of EDL muscle is unchanged in 3-month-old *Mbnl1*^*ΔE3/ΔE3*^ (*n* = 4 Ctrl / 3 KO) and *HSA*^*LR*^ (*n* = 9 Ctrl / 30 *HSA*^*LR*^) mice. **E-G** qPCR analysis of *Clcn1* exon7a inclusion (E), *Clcn1* total mRNA levels (F) and *Atp2a1* exon22 inclusion (G) in TA muscle from *Mbnl1*^*ΔE3/ΔE3*^ mice and *gastrocnemius* (GA) or TA muscle from *HSA*^*LR*^ mice. Expression is normalised on total mRNA expression for splice variants (E, G) or on *Tbp* expression (F). Levels are relative to control and expressed as log2(Fold Change). *n* = 4 Ctrl / 3 *Mbnl1*^*ΔE3/ΔE3*^ (E, F); 6 Ctrl / 5 *Mbnl1*^*ΔE3/ΔE3*^ (G); 4 Ctrl / 4 *HSA*^*LR*^. All data represent mean ± SEM. **p < 0.01; ****p < 0.0001; unpaired two-tailed Student’s t test

### CaMKIIs are strongly deregulated in muscle from DM1 patients and mouse models

Previous reports pointed to mis-splicing of *CAMK2* genes in DM1 tissues [3–5]. However, it remains unclear which CaMKII isoforms are affected in DM1 muscle, and what the consequences of their deregulation are. CaMKIIβ/γ/δ isoforms are encoded by the three genes *CAMK2B, 2G* and *2D*, and are expressed in skeletal muscle. Each gene is expressed as different splice variants. In particular, CaMKIIβ splice variants include CaMKIIβ/βe/β’/βe’ and the muscle-specific variant CaMKIIβM, which arise from the alternative splicing of *CAMK2b* exons 13, 16 and 18–20 (Fig. S2A) [29–31]. Protein levels of CaMKIIβM, which can be distinguished from other CaMKII isoforms based on its size, were strongly reduced in both *Mbnl1*^*ΔE3/ΔE3*^ (Fig. 2A) and *HSA*^*LR*^ (Fig. 2B) muscles. Auto-phosphorylation of CaMKIIβM (phospho-Thr287) decreased as well (Fig. 2C), suggesting reduced CaMKIIβM activity. Notably, additional bands around the size of the other isoforms of CaMKIIβ and of CaMKIIγ/δ suggest the expression of alternative CaMKII isoforms in mutant muscles (Fig. 2A, B).

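RNA-seq was done on *gastrocnemius* muscle of 16 mice at 3 months of age, with a separate library for each mouse. *HSA* LR mice had received vehicle (n = 5) or AICAR (n = 5), and control mice of the FVB background had received vehicle (n = 3) or AICAR (n = 3). AICAR is a compound that activates AMP-activated protein kinase, and it was given at 500 mg/kg over 7 days. *HSA* LR muscle was compared with control muscle in the vehicle-treated mice, while the AICAR-treated mice entered the same model so that the 4 groups shared an estimate of the spread between mice. The paper gives n = 4 for its RNA-seq results (Fig. S2, Fig. S4) and its text does not name the mice, so every vehicle-treated mouse was analysed. The authors deposited a count per gene and mouse for 24454 genes, without normalization. Between 64890014 and 81987726 reads per mouse were counted on genes. The median was 70340149 in vehicle-treated control mice (range 69752809 to 78780617) and 72755802 in vehicle-treated *HSA* LR mice (range 64890014 to 78764636). After AICAR it was 73286770 in control mice (range 70053226 to 77086250) and 75626119 in *HSA* LR mice (range 67233541 to 81987726). The 10 most abundant genes of each library took between 19.4% and 24.1% of its counts. Library sizes were scaled by edgeR's TMM method, with factors between 0.906 and 1.06, and 15487 genes passed edgeR's filter on low counts. These genes were tested with edgeR's quasi-likelihood test, and p-values were adjusted over all of them by the Benjamini-Hochberg method. Levels are given as normalized CPM, the count of a gene divided by the TMM-scaled total of its library and brought to a total common to all libraries. The choices that could change the values were the scaling of the libraries, the filter on low counts, and which libraries shared the estimate of the spread. No sequencing batch or date was given in the labels or the paper.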

To characterize splicing events in the *Camk2b, 2d* and *2g* genes in DM1 muscle, we used RNA-seq data that we obtained from *HSA*^*LR*^*gastrocnemius* muscle. 

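*Camk2b* (Entrez gene 12323) lies on the minus strand of chromosome 11 of GRCm38 (mm10), between positions 5969629 and 6066357. Its total transcript level was 195 ± 9.33 normalized CPM (SD, n = 3) in vehicle-treated control mice and 265 ± 13.5 (SD, n = 5) in vehicle-treated *HSA* LR mice. The log2 fold change was 0.45 (standard error 0.08, adjusted p = 5.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The control mice had 205, 186 and 193 normalized CPM, and the *HSA* LR mice had 259, 289, 258, 262 and 259. The *HSA* LR mouse at 289 stood apart from the other 4, which lay between 258 and 262. Every *HSA* LR mouse was above every control mouse (two-sided exact permutation test, p = 0.018, the smallest p that 5 mice against 3 allow). Between 14220 and 21469 reads were counted on the gene in each of these mice, so the error from counting was small beside the spread between mice. With each mouse left out in turn, the log2 fold change stayed between 0.40 and 0.48. Counting relative to *Tbp*, the reference gene of the paper's qPCR, moved the value most, to 0.72. A gene total adds up all splice variants and does not show which exons they contain. In an annotated GENCODE transcript of *Camk2b* with 24 exons, exon 13 lies at positions 5987057 to 5987131 of chromosome 11 (75 bp). On the transcript strand its sequence is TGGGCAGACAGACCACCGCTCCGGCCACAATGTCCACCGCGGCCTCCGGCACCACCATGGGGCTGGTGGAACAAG. Exon 16 lies at 5981070 to 5981114 (45 bp), exon 18 at 5978399 to 5978512 (114 bp), exon 19 at 5977812 to 5977940 (129 bp) and exon 20 at 5976765 to 5976893 (129 bp). All 5 exons lie inside the coding sequence, and the length of each is a multiple of 3. Of the 10 annotated protein-coding transcripts that span these positions, 4 contain exon 13, 6 contain exon 16, 1 contains exon 18, 2 contain exon 19 and 3 contain exon 20.

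**Figure D1:**
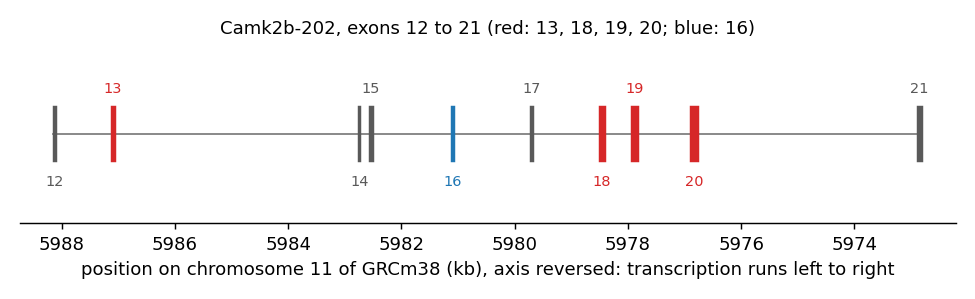
Map of exons 12 to 21 of the *Camk2b* transcript with 24 exons, drawn to scale by position on chromosome 11 of GRCm38 (kb, axis reversed because the gene is on the minus strand). Exons 13, 18, 19 and 20 are in red, exon 16 is in blue, and the line joins the exons across the introns.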

We detected significant changes in *Camk2b* transcript, with a major exclusion of exons 13 and 18 to 20 in *HSA*^*LR*^ muscle, compared to control (Fig. S2B, C). There was no change in the splicing of *Camk2b* exon 16 in *HSA*^*LR*^ muscle (Fig. S2B, C). We confirmed the expression of *Camk2b* transcripts lacking exon 13 (corresponding to CaMKIIβe/e’) in *HSA*^*LR*^ muscle by RT-PCR (Fig. S2D). Moreover, the amplicon including exons 18 to 20, which encode the variable inserts of CaMKIIβM, was barely detected in *HSA*^*LR*^ muscle (Fig. S2D). By quantitative RT-PCR, total levels of *Camk2b* transcripts increased in *Mbnl1*^*ΔE3/ΔE3*^ TA muscle, as well as in *HSA*^*LR*^*gastrocnemius*, TA and EDL muscles (Fig. 2D). Using primers spanning *Camk2b* exons 12–14, we confirmed that the expression of *Camk2b* transcripts without exon 13 was more than four times higher in mutant muscles than in controls (Fig. 2E). Conversely, levels of *Camk2b* transcripts with exons 18 to 20 were reduced by half in *Mbnl1*^*ΔE3/ΔE3*^ TA muscle and in *gastrocnemius* muscle from *HSA*^*LR*^ mice (Fig. 2F) compared to controls. Notably, TA and EDL muscles from *HSA*^*LR*^ mice showed similar extent of *Camk2b* mis-splicing compared to *gastrocnemius* muscle (Fig. S2E, F). Interestingly, the mis-splicing of exon 13 and exons 18–20 is also confirmed by RNA-seq data of TA muscle from DM1 patients (Fig. S3) [32]. These results indicate that skeletal muscles from DM1 patients and mouse models shift to the expression of CaMKIIβe isoform (arising from exons 13/18–20 exclusion, with exon 16 inclusion), while CaMKIIβ (+ ex13 + ex16Δex18-20) and CaMKIIβM (+ ex13 + ex16 + ex18-20) are the predominant isoforms expressed in control muscles.

Transcripts encoding CaMKIIγ were also mis-spliced in *HSA*^*LR*^ muscle. These included increased inclusion of exons 13, 15 and 19 in *Camk2g* transcripts in *HSA*^*LR*^ muscle, as seen in RNA-seq reads (Fig. S4A, B) and by RT-PCR (Fig. S4C). 

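*Camk2g* (Entrez gene 12325) lies on the minus strand of chromosome 14 of GRCm38, between positions 20734873 and 20794157. The exons of its annotated protein-coding transcripts were merged and numbered from the start of the gene. Merged exons found only in a single transcript, as its first exon, were left out before numbering, and 23 exons resulted. In this numbering exon 13 lies at positions 20757666 to 20757728 (63 bp), exon 15 at 20747819 to 20747851 (33 bp) and exon 19 at 20741378 to 20741491 (114 bp). Each lies inside the coding sequence and has a length that is a multiple of 3. Exons 13 and 15 are each contained in 3 of the 8 protein-coding transcripts that span them, and exon 19 in 2 of 7. The total level of *Camk2g* transcripts was 262 ± 21.6 normalized CPM (SD, n = 3) in vehicle-treated control mice and 229 ± 6.40 (SD, n = 5) in vehicle-treated *HSA* LR mice. The control mice had 280, 269 and 238, and the *HSA* LR mice had 221, 234, 225, 229 and 236. The log2 fold change was -0.20 (standard error 0.07, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This difference did not hold in every fit. With each mouse left out in turn, the log2 fold change lay between -0.26 and -0.15 and the adjusted p rose above the threshold of 0.05 in 5 of the 8 fits. Relative to *Tbp*, the log2 fold change of *Camk2g* was 0.076. The legends of Fig. S2 and Fig. S4 state that the expression of each exon was normalized to that of all exons of the same gene. Beside these exon shifts relative to the gene, the paper gives RT-PCR and RNA-seq data of patient muscle for *Camk2b*. Its immunoblots show less CaMKIIβM protein in both mouse models. The paper concludes that muscle of patients and mouse models shifts to the CaMKIIβe isoform, and it reports that transcripts encoding CaMKIIγ were mis-spliced as well.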

Similar *Camk2g* mis-splicing was observed in *Mbnl1*^*ΔE3/ΔE3*^ TA muscle (Fig. S4D). Increased inclusion of *CAMK2G* exon 19 was also observed in TA biopsies from DM1 patients (Fig. S4E) [32]. In contrast, there was no major splicing change detected for *Camk2d* in *HSA*^*LR*^ muscle (Fig. S5A) and *CAMK2D* in DM1 muscle (Fig. S5B) [32]. 

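The gene totals of the *Camk2* family in *gastrocnemius* muscle changed unequally between vehicle-treated control and *HSA* LR mice. *Camk2d* (Entrez gene 108058, chromosome 3 of GRCm38, 126595487 to 126846326) had 62.3 ± 6.87 normalized CPM (SD, n = 3) in control mice and 135 ± 11.0 (SD, n = 5) in *HSA* LR mice. Its log2 fold change was 1.12 (standard error 0.12, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The control mice had 66.5, 54.3 and 66.0, and the *HSA* LR mice had 147, 132, 131, 121 and 146. The value stayed between 1.03 and 1.17 with each mouse left out in turn. The annotated gene *Gm15551* overlaps *Camk2d*, and reads of the 2 genes could have been counted together. *Camk2a* (Entrez gene 12322, chromosome 18, 60925307 to 60988152), which overlaps *Gm46632*, *Mir6982* and *Mir7220*, had 410 ± 42.2 normalized CPM (SD, n = 3) in control mice and 365 ± 48.0 (SD, n = 5) in *HSA* LR mice. This difference was within the spread between mice (log2 fold change -0.17, standard error 0.12, adjusted p = 0.33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and relative to *Tbp* its sign changed to 0.10. The 4 genes together had 929 ± 60.7 normalized CPM (SD, n = 3) in control mice and 995 ± 55.2 (SD, n = 5) in *HSA* LR mice. Their shares of this sum, which do not depend on how libraries are scaled, shifted further than the spread between mice. The share of *Camk2d* rose from 6.73% ± 0.988 to 13.7% ± 1.51 and that of *Camk2b* from 21.0% ± 1.47 to 26.7% ± 1.52 (SD, n = 3 and n = 5). The share of *Camk2a* fell from 44.0% ± 2.28 to 36.6% ± 3.15 and that of *Camk2g* from 28.2% ± 0.519 to 23.1% ± 0.810. The *Camk2a* share of 1 *HSA* LR mouse, 31.2%, stood apart from the 37.0% to 39.0% of the other 4. For each of the 4 shares every *HSA* LR mouse lay on the same side of every control mouse (two-sided exact permutation test, p = 0.018, also after Benjamini-Hochberg adjustment over the 4 shares). Because the shares add up to a whole, a rise in some requires a fall in others. Counts were not divided by gene length, which lay between 3705 bp for *Camk2g* and 8588 bp for *Camk2d*. These are therefore shares of reads, and not of transcripts or of protein. The paper names the β, γ and δ isoforms as those expressed in skeletal muscle, and a gene total does not show which products the *Camk2a* reads come from.

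**Figure D2:**
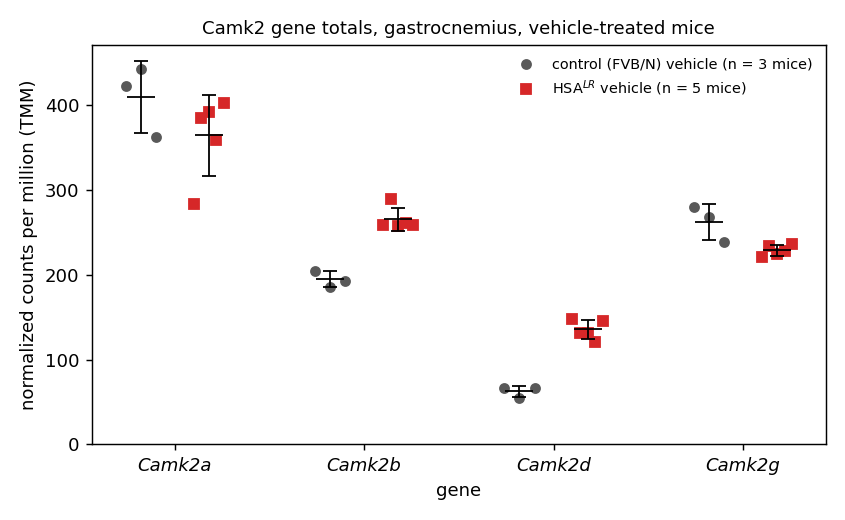
Gene totals of *Camk2a*, *Camk2b*, *Camk2d* and *Camk2g* in *gastrocnemius* muscle of vehicle-treated control (circles, n = 3) and *HSA* LR (squares, n = 5) mice, in CPM normalized by TMM. Each point is a mouse, and bars give the mean ± SD. The *HSA* LR mice lie above all control mice for *Camk2b* and *Camk2d* and below them for *Camk2g*, and the groups overlap for *Camk2a*. Relative to *Tbp*, a scale on which the median log2 fold change of all genes is higher by 0.27, that of *Camk2g* is 0.076 and not past the threshold.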

Taken together, these results show that mis-splicing of some *Camk2* transcripts alters the expression pattern of CaMKIIs in DM1 muscle.

**Fig. 2:**
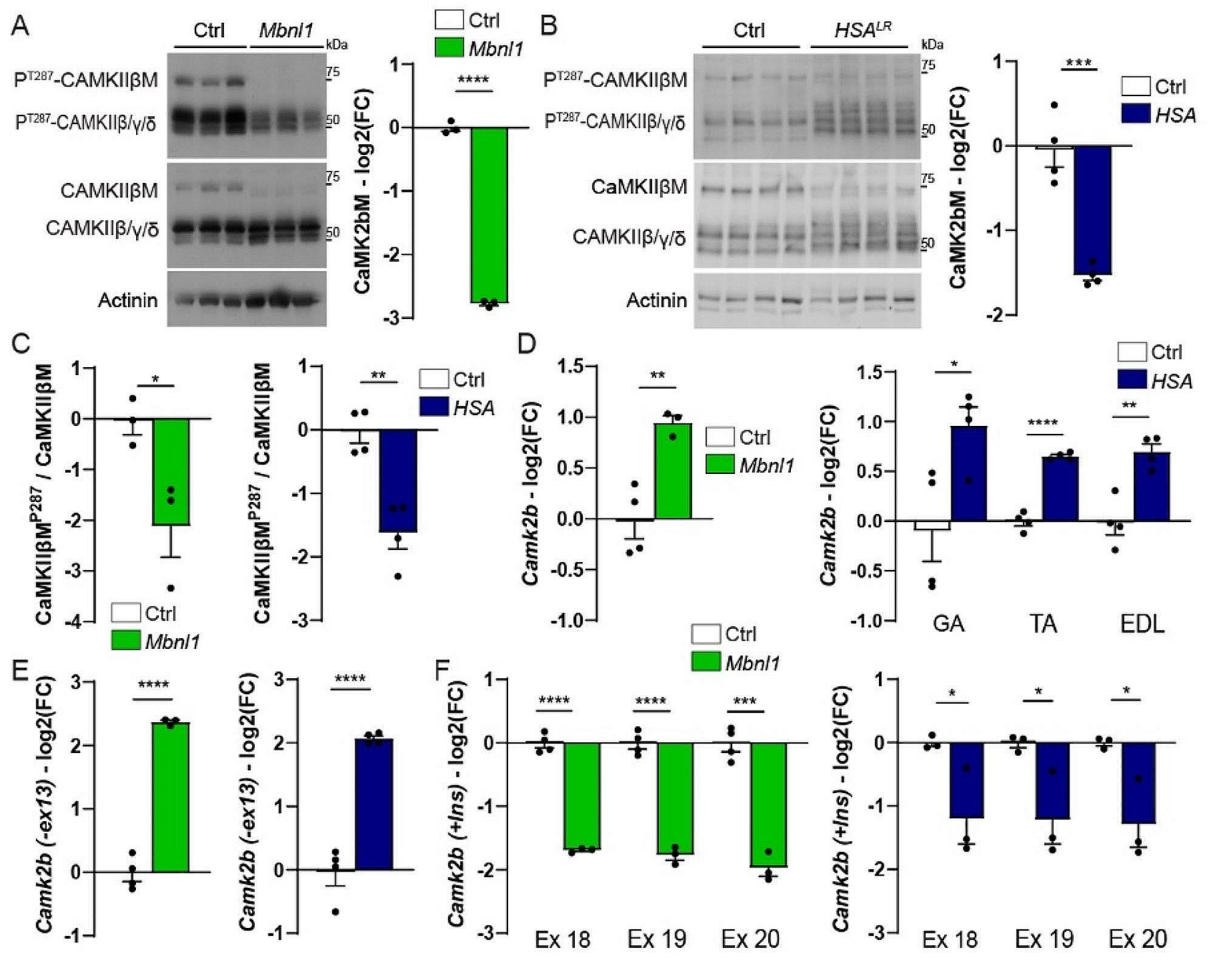
CaMKIIβ deregulation in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles. **A-C** Western blot analysis of CaMKII isoforms and quantification of CaMKIIβM levels in TA muscle from 3-month-old *Mbnl1*^*ΔE3/ΔE3*^ mice (A) and in *gastrocnemius* muscle from 3-month-old *HSA*^*LR*^ mice (B). Quantification of CaMKIIβM phosphorylated form in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles is shown in C. Protein levels are normalized on α-actinin (A, B) or on total CaMKIIβM (C), relative to control and expressed as log2(Fold Change). *n* = 3 (Ctrl/*Mbnl1*^*ΔE3/ΔE3*^) and 4 (Ctrl/*HSA*^*LR*^) per group. **D-F** Quantitative RT-PCR analysis of total *Camk2b* mRNA levels (D), *Camk2* exon 13 exclusion (E), and *Camk2b* exons 18–20 inclusion (F) in TA muscle from *Mbnl1*^*ΔE3/ΔE3*^ mice and in *gastrocnemius* (GA), TA and EDL muscles from *HSA*^*LR*^ mice. Data are normalized on *Tbp* levels (D) or on total *Camk2b* transcripts (E, F), relative to control and expressed as log2(Fold Change). *n* = 4 Ctrl / 3 *Mbnl1*^*ΔE3/ΔE3*^; 4 Ctrl / 4 *HSA*^*LR*^ (D, E); 3 Ctrl / 3 *HSA*^*LR*^ (F). All data are mean ± SEM; * *p* < 0.05; ** *p* < 0.01; ***p < 0.001; **** *p* < 0.0001; two-tailed unpaired Student’s t-test

### Endplate fragmentation is not caused by abnormal AChR turnover in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice

As CaMKIIs are key sensors of neural activity involved in NMJ maintenance, we analysed NMJ structures in EDL, TA and *gastrocnemius* muscles from 3-month-old and 9- or 12-month-old *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice. Pre- and post-synaptic compartments were stained in whole-mount muscle bundles with antibodies against neurofilament/synaptophysin and with α-bungarotoxin (Btx), which binds specifically to AChRs, respectively. The overall organization of the NMJs was preserved in mutant mice (Fig. 3A, B). In particular, we did not observe signs of denervation or abnormal axonal termination in mutant muscles. Acetylcholinesterase staining was also similar in control and mutant mice (Fig. S6A, B). However, the number of AChR fragments per endplate increased in muscles from both 3- and 9-month-old *Mbnl1*^*ΔE3/ΔE3*^ mice, compared to age-matched controls (Fig. 3C and Fig. S6C). A similar increase in endplate fragmentation was observed in *gastrocnemius*, TA and EDL muscles from *HSA*^*LR*^ mice (Fig. 3D and Fig. S6D). Of note, the volume occupied by AChRs was unchanged in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice (Fig. S6E). There was a slight increase in the projected endplate area in *HSA*^*LR*^ EDL muscle, which may arise from endplate fragmentation (Fig. S6F). As the *HSA*^*LR*^ transgene is specifically expressed in skeletal muscle, these results indicate that post-synaptic perturbations contribute to endplate fragmentation in *HSA*^*LR*^ mice. Moreover, these NMJ alterations were detected as soon as 3 months of age, i.e., before changes in muscle histology, suggesting that they are primary deficit in DM1 mouse models and not a consequence of muscle degeneration/regeneration.

**Fig. 3:**
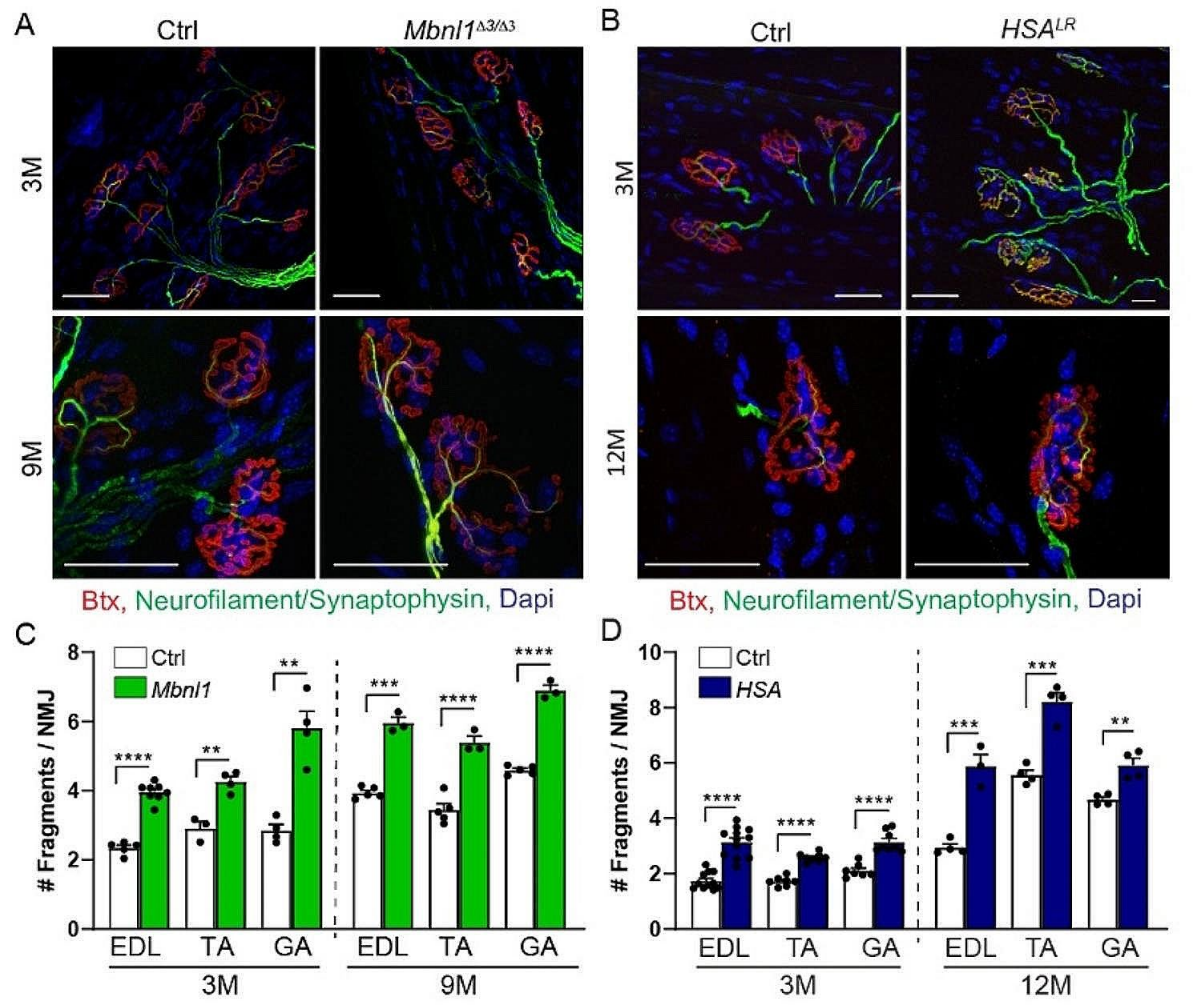
Altered NMJ maintenance in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice. **A, B** Fluorescent images of NMJ regions stained with α-bungarotoxin (Btx, red), antibodies against neurofilament/synaptophysin (green), and dapi (blue) in EDL muscles from 3- and 9-month-old *Mbnl1*^*ΔE3/ΔE3*^ mice (A) and 3-and 12-month-old *HSA*^*LR*^ mice (B). Scale bar, 50 μm. **C, D** Quantification of the number of fragments per endplate in EDL, TA and *gastrocnemius* (GA) muscles from 3- and 9/12-month-old *Mbnl1*^*ΔE3/ΔE3*^ (C) and *HSA*^*LR*^ (D) mice. *n* = 5/8 (EDL 3 M), 3/4 (TA 3 M), 4/4 (GA 3 M), 5/3 (all muscles 9 M) Ctrl/ *Mbnl1*^*ΔE3/ΔE3*^ (C); 11/12 (EDL 3 M), 7/8 (TA 3 M), 7/8 (GA 3 M), 4/3 (EDL 12 M), 4/4 (TA and GA 12 M) Ctrl/*HSA*^*LR*^ (D), with more than 50 fibres per muscle. Data represent mean ± SEM. **p < 0.01, ***p < 0.001, ****p < 0.0001, unpaired two-tailed Student’s t test

As CaMKIIs have been shown to regulate AChR recycling at the endplate [6], we next evaluated AChR turnover, by labelling “old” and newly formed receptors by two sequential injections of differently labelled Btx (Fig. 4A, B) [23, 33]. AChR turnover was low in all muscles, as described before for innervated conditions, with no change detected in *Mbnl1*^*ΔE3/ΔE3*^ muscles compared to controls (Fig. 4C). Similarly, there was no significant change in AChR turnover in TA and EDL muscles from *HSA*^*LR*^ mice (Fig. 4D). These results indicate that CaMKII deregulation, and more specifically the loss of CaMKIIβM, do not alter AChR dynamics in innervated DM1 muscle.

**Fig. 4:**
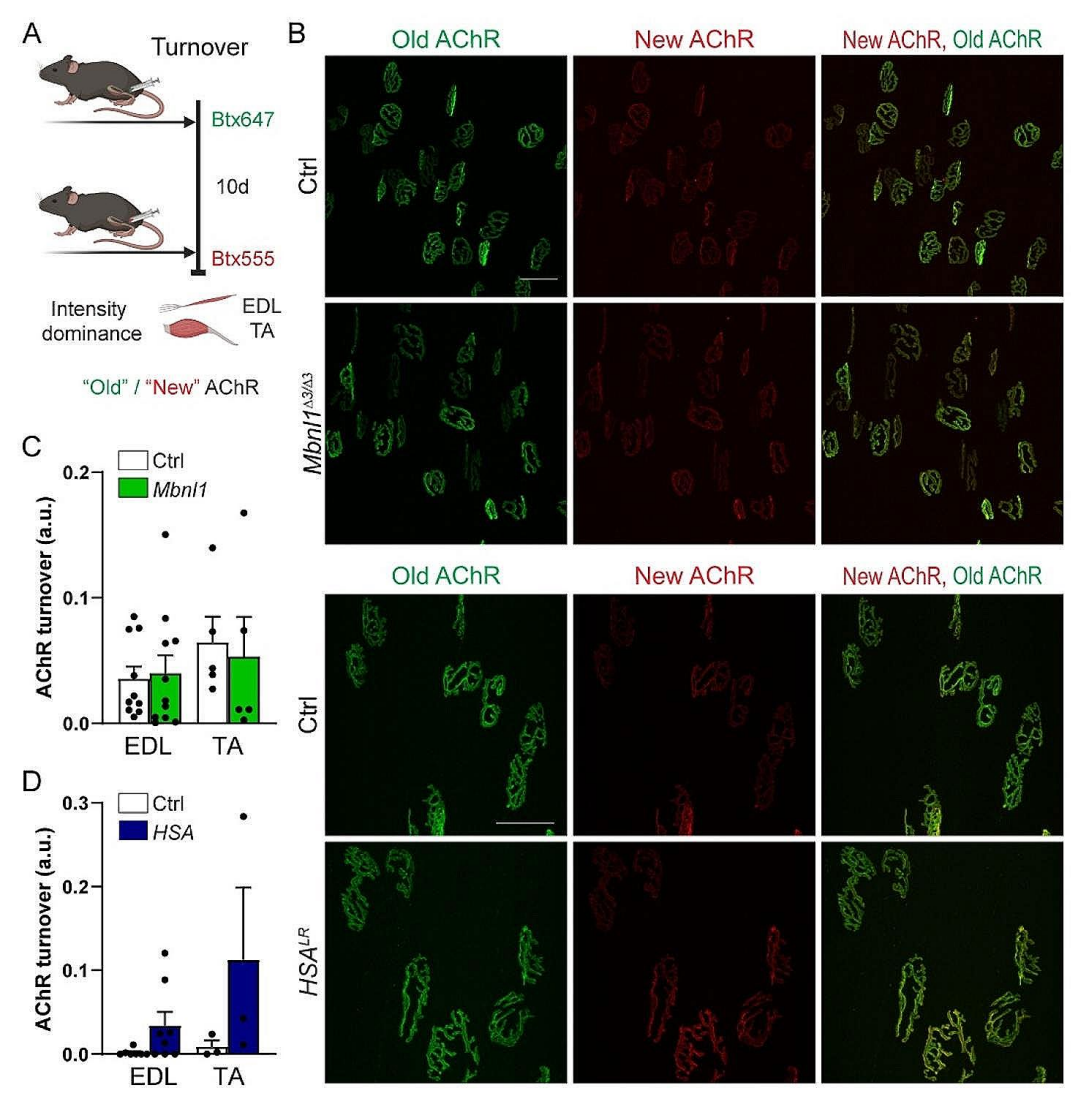
AChR dynamics is not altered in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles. **A** Timeline of injections of α-bungarotoxin (Btx) for AChR turnover assay. *d, days.* Created with BioRender.com. **B** Turnover assay in EDL and TA muscles from *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice. Fluorescent images show “old” (green) and “new” (red) AChRs in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles. Scale bar, 50 μm. **C, D** AChR turnover in EDL and TA muscles from *Mbnl1*^*ΔE3/ΔE3*^ (C) and *HSA*^*LR*^ (D) mice. *n* = 10/11 (EDL) and 5/5 (TA) Ctrl/*Mbnl1*^*ΔE3/ΔE3*^ (C); 7/8 (EDL) and 3/3 (TA) Ctrl/*HSA*^*LR*^ (D), with more than 22 fibres per muscle. Data are mean ± SEM.

### Synaptic gene expression and muscle fibre type composition are altered in DM1 mouse models

CaMKIIs are well known to mediate activity-dependent regulations (e.g., of synaptic gene expression) in adult skeletal muscle [34]. To assess the consequences of CaMKII deregulation in DM1 muscle, we first measured mRNA levels of *Myog*, which encodes myogenin, and of the synaptic genes *Musk*, *Chrna1*, *Chrne* and *Chrng* genes, which encode MUSK and the α, ε and γ subunits of AChR, respectively. During muscle development, expression of *Musk* and *Chrna1* becomes restricted to sub-synaptic myonuclei upon muscle innervation [35]. Simultaneously, *Chrng* transcripts are downregulated, while *Chrne* starts to be expressed in sub-synaptic nuclei (AChRε subunits replace AChRγ subunits). In non-synaptic regions of muscle fibres, synaptic gene repression is mediated by CaMKIIs and dependent on HDAC4/5 and myogenin inhibition (Fig. 5A) [8, 36]. This adult gene expression pattern depends on neural activity, as denervation reverts it back to a developmental pattern. Transcript levels of *Myog* tended to be higher in *Mbnl1*^*ΔE3/ΔE3*^ TA and *HSA*^*LR*^*gastrocnemius* innervated muscles, compared to control muscles (Fig. 5B, C). In parallel, transcript levels of *Musk, Chrna1, Chrne* and *Chrng* were strongly increased in both mutant muscles (Fig. 5B, C). Their levels were less or not changed in EDL and TA muscles from *HSA*^*LR*^ mice (Fig. S7A, B).

Expression of *Myh* genes, which encode myosin heavy chains (MHC), is also dependent on neural activity and Ca^2+^-associated signalling [37]. In particular, by inhibiting the activity of myogenin and HDAC4, CaMKIIs may perturb the expression of *Myh2* and *Myh4*, encoding MHCIIA and MHCIIB, respectively (Fig. 5A). Indeed, HDAC4 was shown to regulate the switch to type IIA fibres in TA muscle after nerve injury, by indirectly promoting the expression of *Myh2* and directly repressing *Myh4* [8]. Expression of *Myh2* was strongly increased in *Mbnl1*^*ΔE3/ΔE3*^ innervated muscle, as compared to control (Fig. 5D). In contrast, *Myh4* transcript levels were reduced in mutant muscle (Fig. 5D). Consistently, innervated TA muscle from *Mbnl1*^*ΔE3/ΔE3*^ mice displayed major accumulation of type IIA fibres and a loss of type IIB fibres compared to controls (Fig. 5E, F). Similarly, we previously described a mild switch towards type IIA fibres in TA muscle from *HSA*^*LR*^ mice [25]. There was also a tendency towards increased *Myh2* transcript levels and reduced expression of *Myh4* in *HSA*^*LR*^ TA muscle, as compared to controls (Fig. 5G). These results were in line with recent data describing myotonia-dependent switch towards oxidative muscle [38]. These results highlight that activity-dependent regulations underlying synaptic gene expression and fibre type composition, are perturbed in muscles from DM1 mouse models, which may involve CaMKII deregulation.

**Fig. 5:**
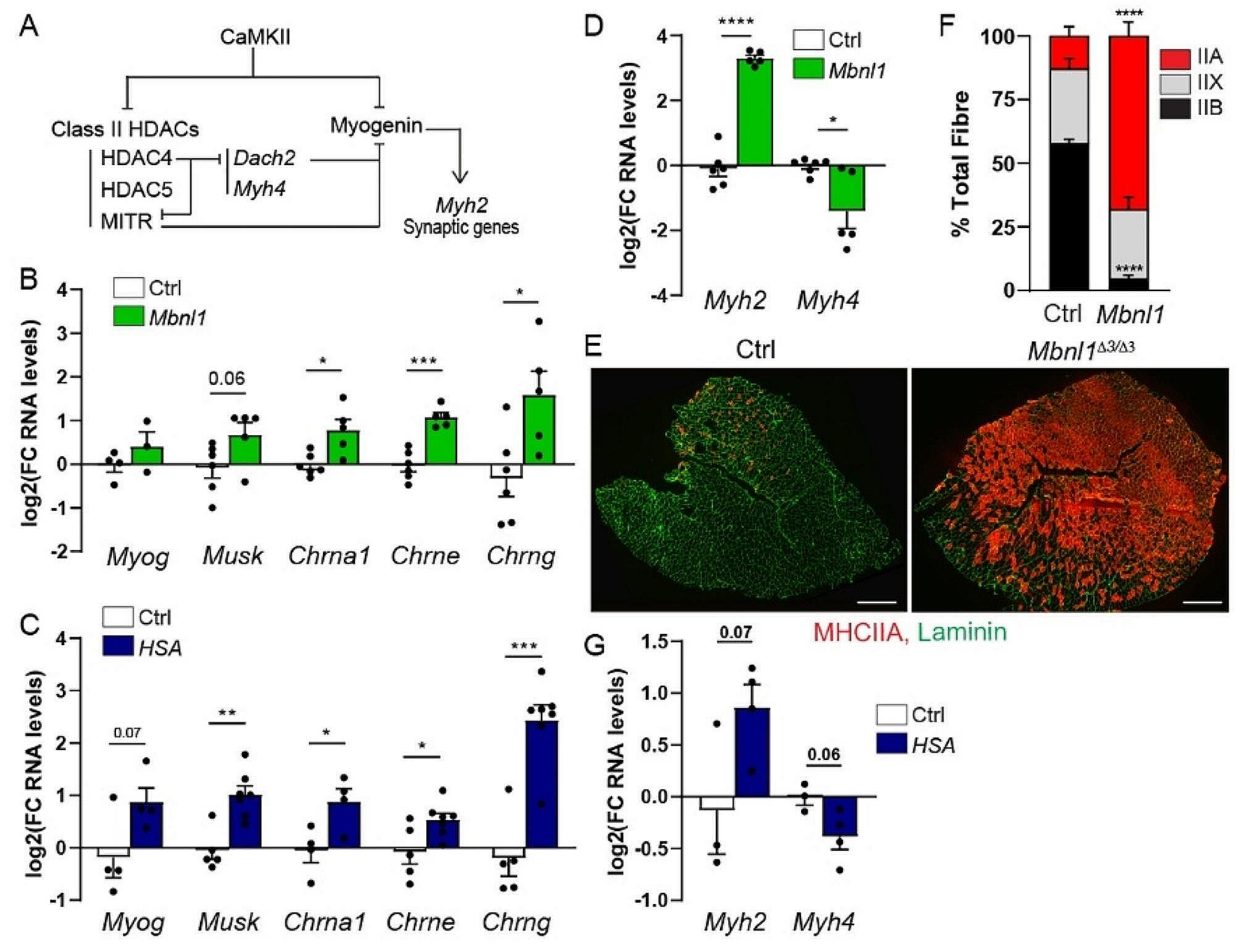
DM1 model mice display deregulation of activity-dependent signalling pathways. **A** Regulation of activity-dependent pathways by CaMKII. **B, C** Quantitative RT-PCR analysis of *Myog, Musk, Chrna1, Chrne* and *Chrng* in TA muscle from 3-month-old *Mbnl1*^*ΔE3/ΔE3*^ mice (B) and in *gastrocnemius* muscle from 3-month-old *HSA*^*LR*^ mice (C). *n* = 6/5 Ctrl/ *Mbnl1*^*ΔE3/ΔE3*^ (except for *Myog*, *n* = 4/3) and 5/7 Ctrl/*HSA*^*LR*^ (except for *Myog* and *Chrna1*, *n* = 4). **D** mRNA levels of *Myh2* and *Myh4*, encoding MHC2A and MHC2B, in *Mbnl1*^*ΔE3/ΔE3*^ TA muscle. *n* = 6/5 Ctrl/*Mbnl1*^*ΔE3/ΔE3*^. **E, F** Fluorescent images of control and *Mbnl1*^*ΔE3/ΔE3*^ muscles, stained with antibodies against MHC2A (red) and laminin (green), and quantification of the proportion of type IIA, IIX and IIB fibres in control and mutant muscles (F). Scale bar, 500 μm. **G** mRNA levels of *Myh2* and *Myh4* in *HSA*^*LR*^ TA muscle. *n* = 3/4 Ctrl/ *HSA*^*LR*^. All transcript levels (B, C, D, G) are normalized to *Tbp*, relative to control and expressed as log2(Fold Change). All data are mean ± SEM; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; ****p < 0.0001; two-tailed unpaired Student’s t-test

### HDAC4 accumulates in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles

CaMKIIs inhibit the nuclear import, and thereby the activity of HDACs, such as HDAC4 [39]. To determine whether changes in HDAC4 pathway mediate the effect of CaMKII deregulation on activity-dependent regulations in DM1 mouse models, we analysed the expression of HDAC4 and of its target genes in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles. While transcript levels of *Hdac4* were unchanged in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles (Fig. S8A), HDAC4 protein levels were higher in mutant muscles, as compared to controls (Fig. 6A, B). CaMKII-dependent phosphorylation of HDAC4 (Ser632) remained unchanged in *Mbnl1*^*ΔE3/ΔE3*^ muscle, but decreased in *HSA*^*LR*^ muscle (Fig. 6A and Fig. S8B). Notably, HDAC4 accumulated in nuclear fractions of *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles (Fig. 6C, D). In contrast, HDAC4 protein levels were unchanged in cytosolic fractions of mutant muscles (Fig. 6E, F). This suggests that HDAC4 nuclear import is increased in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles. HDAC4 remained, however, barely detectable in mutant muscles by immunostaining (Fig. S8C). To assess whether HDAC4 accumulation translates into higher nuclear activity, we next evaluated the expression of target genes directly repressed by HDAC4. We focused on *Dach2* and *Mitr* [36, 40], as well as on *Ramp2 (Receptor Activity Modifying Protein 2), Actc1 (Actin alpha cardiac muscle 1), Cdh1 (Cadherin 1)* and *Dhrs7c* (*Dehydrogenase/Reductase 7 C)*, which were identified in public RNA-seq data as HDAC4 targets repressed after denervation [41]. Consistent with higher HDAC4 activity, transcript levels of *Dach2, Actc1, Ramp1*, and to a lesser extent of *Dhrs7c*, were reduced in *Mbnl1*^*ΔE3/ΔE3*^ and/or *HSA*^*LR*^ muscles (Fig. 6G), as observed for *Myh4* (Fig. 5D, G). However, the expression of other genes was unchanged (*Cdh1*) or increased (*Mitr*) in mutant muscles compared to controls (Fig. 6G), suggesting incomplete or mild increase in HDAC4 activity. Hence, nuclear HDAC4 accumulation in skeletal muscle from DM1 mouse models may contribute to transcriptional changes of some activity-dependent genes downstream of CaMKII deregulation in innervated conditions.

**Fig. 6:**
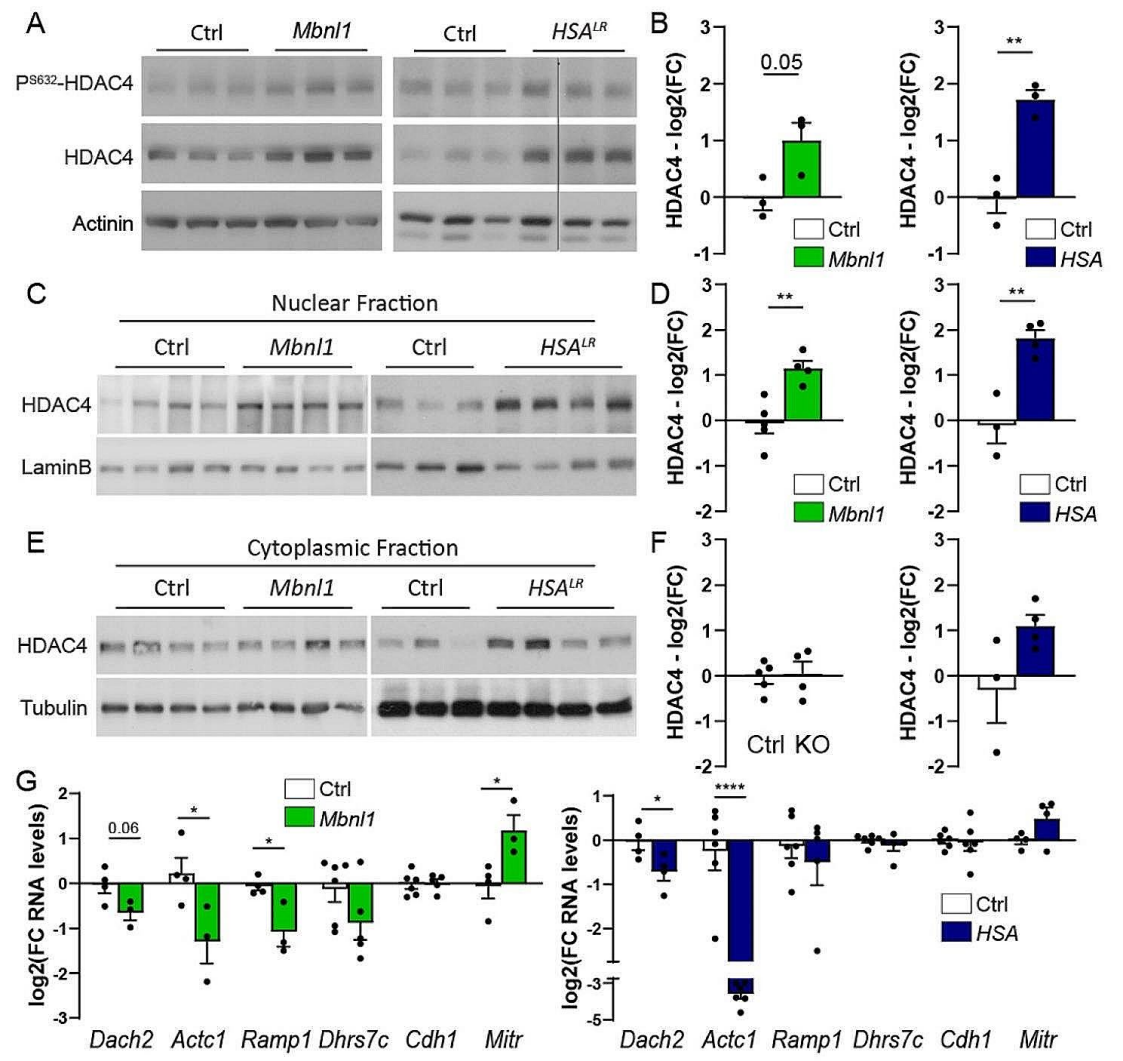
Changes in HDAC4 signalling pathway in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles. **A, B** Western blot analysis of HDAC4 and its phosphorylated form (Ser632) in total protein lysate of *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles. Quantification of total levels is given in B. Quantification of phosphorylated levels is given in Supplementary Material, Fig. S8B. Total levels are normalized to α-actinin. *n* = 3 per group. **C, D** Western blot analysis of HDAC4 in nuclear (C, D) and cytosolic (E, F) fractions of *gastrocnemius* muscle from *Mbnl1*^*ΔE3/ΔE3*^ mice and *HSA*^*LR*^ mice. Quantifications of HDAC4 levels are given in D and F. Levels are normalized to lamin-B (D) and tubulin (F). *n* = 5/4 Ctrl/*Mbnl1*^*ΔE3/ΔE3*^ and 3/4 Ctrl/*HSA*^*LR*^. **G** mRNA levels of *Dach2, Actc1, Ramp1, Dhrs7c, Cdh1* and *Mitr* in TA muscle from *Mbnl1*^*ΔE3/ΔE3*^ mice and in *gastrocnemius* muscle from *HSA*^*LR*^ mice. Transcript levels are normalized to *Tbp*. *n* = 4/3 Ctrl/*Mbnl1*^*ΔE3/ΔE3*^ (except for *Dhrs7c* and *Cdh1*, *n* = 6/5) and 4/4 (*Dach2/Mitr*), 6/6 (*Actc1/Cdh1*), 6/5 (*Ramp1/Dhrs7c*) Ctrl/*HSA*^*LR*^. All protein (B, D, F) and RNA (G) levels are relative to control and expressed as log2(Fold Change). All data are mean ± SEM; * *p* < 0.05; ** *p* < 0.01; ****p < 0.0001; two-tailed unpaired Student’s t-test

### *Mbnl1*^*ΔE3/ΔE3*^ mice show resistance to denervation-induced muscle atrophy

Perturbations observed in innervated muscle from DM1 mouse models are reminiscent of the changes induced after denervation (i.e., synaptic gene up-regulation, HDAC4 accumulation, fibre type switch). CaMKII deregulation in mutant mice may interfere with the effect of neural activity in skeletal muscle. In turn, it may impair the muscle response to neural inactivity and reduce adaptive changes in activity-dependent processes. This reduced muscle plasticity may contribute to progressive NMJ deterioration observed in DM1 mouse models. To test this hypothesis, we challenged activity-dependent signalling pathways in DM1 mouse models with nerve injury. To this end, we cut the sciatic nerve of 3-month-old *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice to obtain complete denervation of hind limb muscles. Unexpectedly, we observed that *HSA*^*LR*^ mice lose the expression of the *HSA* transgene after 3 days of denervation (Fig. S9A). Consequently, ribonuclear foci accumulation and *Clcn1* mis-splicing were reduced in denervated *HSA*^*LR*^ muscle, as compared to innervated muscle (Fig. S9B, C). Therefore, we limited the analysis to the *Mbnl1*^*ΔE3/ΔE3*^ mouse line.

After denervation, the loss of muscle mass was significantly less in *Mbnl1*^*ΔE3/ΔE3*^ mice, as compared to control mice (Fig. 7A). Nerve injury did not aggravate muscle degeneration in *Mbnl1*^*ΔE3/ΔE3*^ mice (Fig. S10A). To get insights into the mechanisms of this atrophy resistance, we first evaluated changes in pathways known to contribute to muscle atrophy after denervation. Transcript levels of the atrogenes *Fbxo32* and *Trim63*, which are induced by HDAC4 and FoxO pathways after nerve injury [42, 43], were similar in *Mbnl1*^*ΔE3/ΔE3*^ and control muscles 3 days after denervation (Fig. S10B). We and others have reported that the anabolic pathway Akt/mTORC1 (*mammalian Target Of Rapamycin Complex 1*) is deregulated in DM1 muscle [25], and that its activation contributes to muscle atrophy upon denervation [23, 43]. Thus, we assessed whether Akt/mTORC1 activity is perturbed in DM1 denervated muscle. At 3 days of denervation, there was no change in the levels of the phosphorylated, active form of Akt (Akt^P473^) in *Mbnl1*^*ΔE3/ΔE3*^ and control muscles, and levels of the active form of S6 (S6^P235^) increased similarly in both denervated muscles (Fig. S10C). Moreover, levels of the autophagic marker LC3II remained largely unchanged in *Mbnl1*^*ΔE3/ΔE3*^ and control muscles, suggesting that autophagy is not strongly affected (Fig. S10C). These results suggest that atrophy resistance does not arise from perturbations in atrogene expression or autophagy after denervation in DM1 muscle. We next evaluated muscle fibre type and size after 3 weeks of denervation. Control TA muscle shifted to type IIA fibres upon denervation, approaching the fibre type composition observed in *Mbnl1*^*ΔE3/ΔE3*^ innervated muscle (Fig. 7B). Fibre type proportion remained unchanged in *Mbnl1*^*ΔE3/ΔE3*^ denervated muscle (Fig. 7B). The minimum ferret of type IIA fibres was increased in *Mbnl1*^*ΔE3/ΔE3*^ innervated muscle as compared to control innervated muscle, but it decreased upon denervation in mutant mice (Fig. 7C, D). In parallel, the size of type IIX and IIB fibres was similar in *Mbnl1*^*ΔE3/ΔE3*^ and control innervated muscles, and strongly decreased upon denervation in both mutant and control mice (Fig. 7C, D). Hence, the predominance of type IIA fibres in mutant mice and their relative resistance to denervation-induced atrophy as compared to type IIX/B fibres (Fig. 7D) may explain why *Mbnl1*^*ΔE3/ΔE3*^ mice show limited muscle mass loss upon nerve injury.

**Fig. 7:**
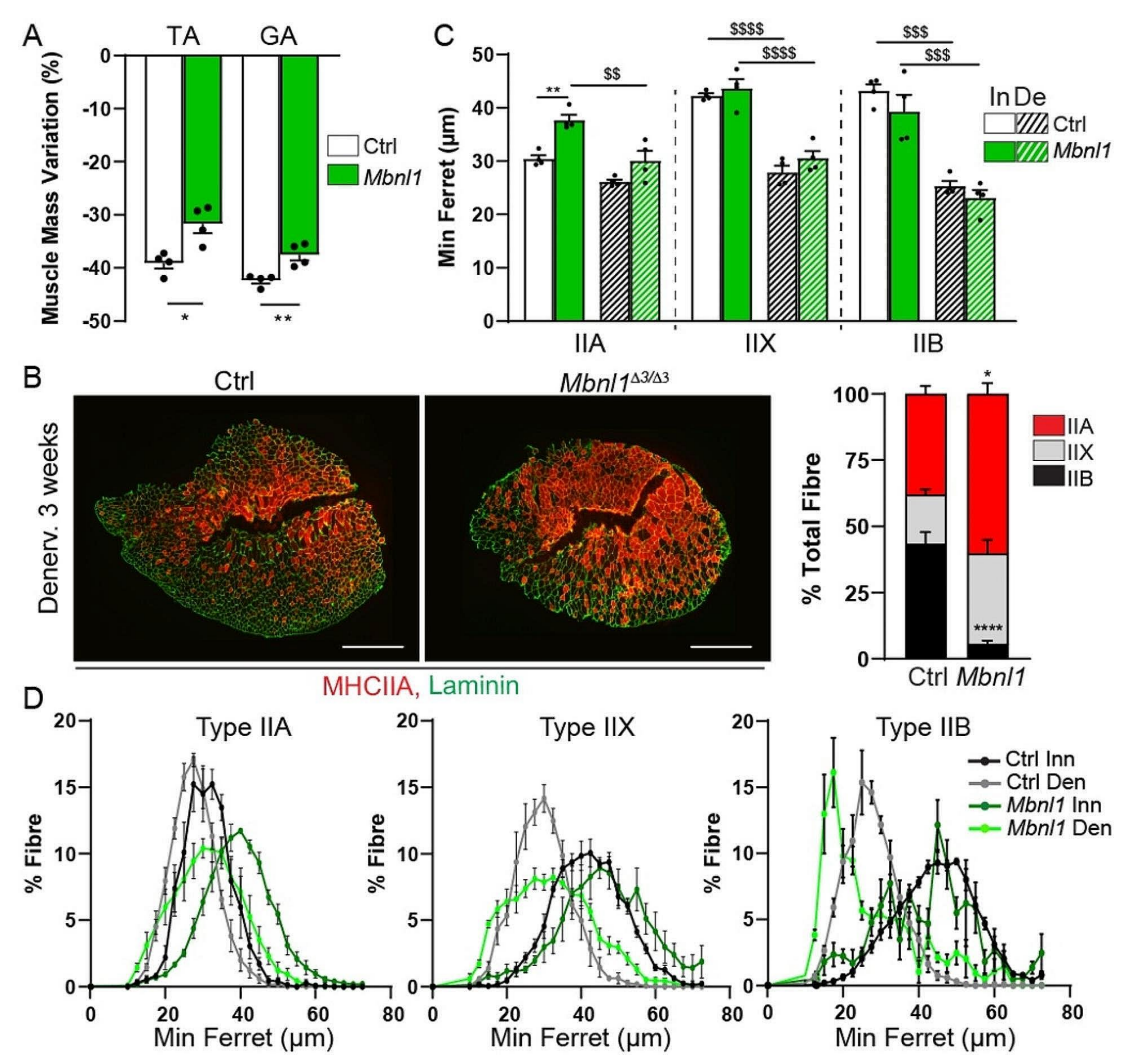
*Mbnl1*^*ΔE3/ΔE3*^ muscle shows resistance to atrophy upon denervation. **A** Mass variation after 3 weeks of denervation in control and *Mbnl1*^*ΔE3/ΔE3*^ mice, for TA and *gastrocnemius* (GA) muscles. *n* = 4 per group. **B** Fluorescent images of denervated muscles from control and *Mbnl1*^*ΔE3/ΔE3*^ mice, stained with antibodies against type IIA myosin heavy chain (MHC2A - red) and laminin (green) and quantification of fibre type proportion in control and mutant denervated muscles. Scale bar, 500 μm. *n* = 4 mice per group. **C** Quantification of fibre minimum ferret in innervated and 3-week-denervated muscles from control and *Mbnl1*^*ΔE3/ΔE3*^ mice. *n* = 4 mice per group. **D** Fibre size distribution for type IIA, IIX and IIB fibres in innervated and 3-week-denervated muscles from *Mbnl1*^*ΔE3/ΔE3*^ and control mice. *n* = 4/4 Ctrl/*Mbnl1*^*ΔE3/ΔE3*^. All data are mean ± SEM; ^$^*p* < 0.05, ^$$^*p* < 0.01, ^$$$^*p* < 0.001, ^$$$$^*p* < 0.0001 between Inn/Den; * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001 between genotypes; two-way ANOVA with a Tukey’s post-hoc analysis (Inn/Den and Ctrl/ *Mbnl1*^*ΔE3/ΔE3*^; C) or two-tailed unpaired Student’s t-test (A, B)

### Endplate remodelling is impaired in *Mbnl1*^*ΔE3/ΔE3*^ muscle upon denervation

Synaptic remodelling after denervation includes a strong increase in AChR turnover in the sub-synaptic region, together with synaptic gene up-regulation throughout the fibre [44]. The release of synaptic gene repression in non-synaptic muscle regions depends on HDAC4 induction, which may rely on CaMKII inhibition [8, 36]. To further characterize the muscle response to denervation in *Mbnl1*^*ΔE3/ΔE3*^ mice, we first evaluated the expression of synaptic genes 3 days after nerve injury. Importantly, the up-regulation of *Myog*, *Musk, Chrna1* and *Chrng* was hampered in mutant TA muscle, as compared to controls (Fig. 8A). Inversely, the expression of *Chrne* remained abnormally high in *Mbnl1*^*ΔE3/ΔE3*^ muscle upon denervation (Fig. 8B). This defect occurred despite an efficient induction of HDAC4 in mutant mice. Indeed, there was a strong increase in the transcript (Fig. S11A) and protein (Fig. S11B) levels of HDAC4 in denervated muscle from both mutant and control mice. Consistently, HDAC4 accumulated in myonuclei of *Mbnl1*^*ΔE3/ΔE3*^ and control denervated muscles (Fig. S11C). Of note, changes in CaMKII expression pattern persisted upon denervation in *Mbnl1*^*ΔE3/ΔE3*^ muscle (Fig. S11B). Expression of the direct targets of HDAC4, *Dach2* and *Mitr*, was similarly repressed in *Mbnl1*^*ΔE3/ΔE3*^ and control denervated muscles (Fig. S11D).

To assess the consequences of the defective up-regulation of synaptic genes in mutant muscle, we evaluated changes at the endplate after 2 weeks of denervation. At this stage, endplate fragmentation increased and remained higher in EDL and TA muscles from *Mbnl1*^*ΔE3/ΔE3*^ mice, compared to controls *(*Fig. 8C, D). We next quantified AChR turnover by labelling receptors 5 days after nerve injury and assessing their turnover 10 days later. In control muscle, AChR turnover increased drastically after denervation (Fig. 8E, F), as previously reported [45]. Interestingly, AChR turnover was reduced in TA and EDL denervated muscles from *Mbnl1*^*ΔE3/ΔE3*^ mice, as compared to control denervated muscle (Fig. 8E, F). Reduced AChR turnover in mutant muscle may arise from the defective expression of synaptic genes and reduced insertion of AChRs. Together, these results point to an impaired response to denervation and reduced plasticity to neural (in)activity of *Mbnl1*^*ΔE3/ΔE3*^ muscle.

**Fig. 8:**
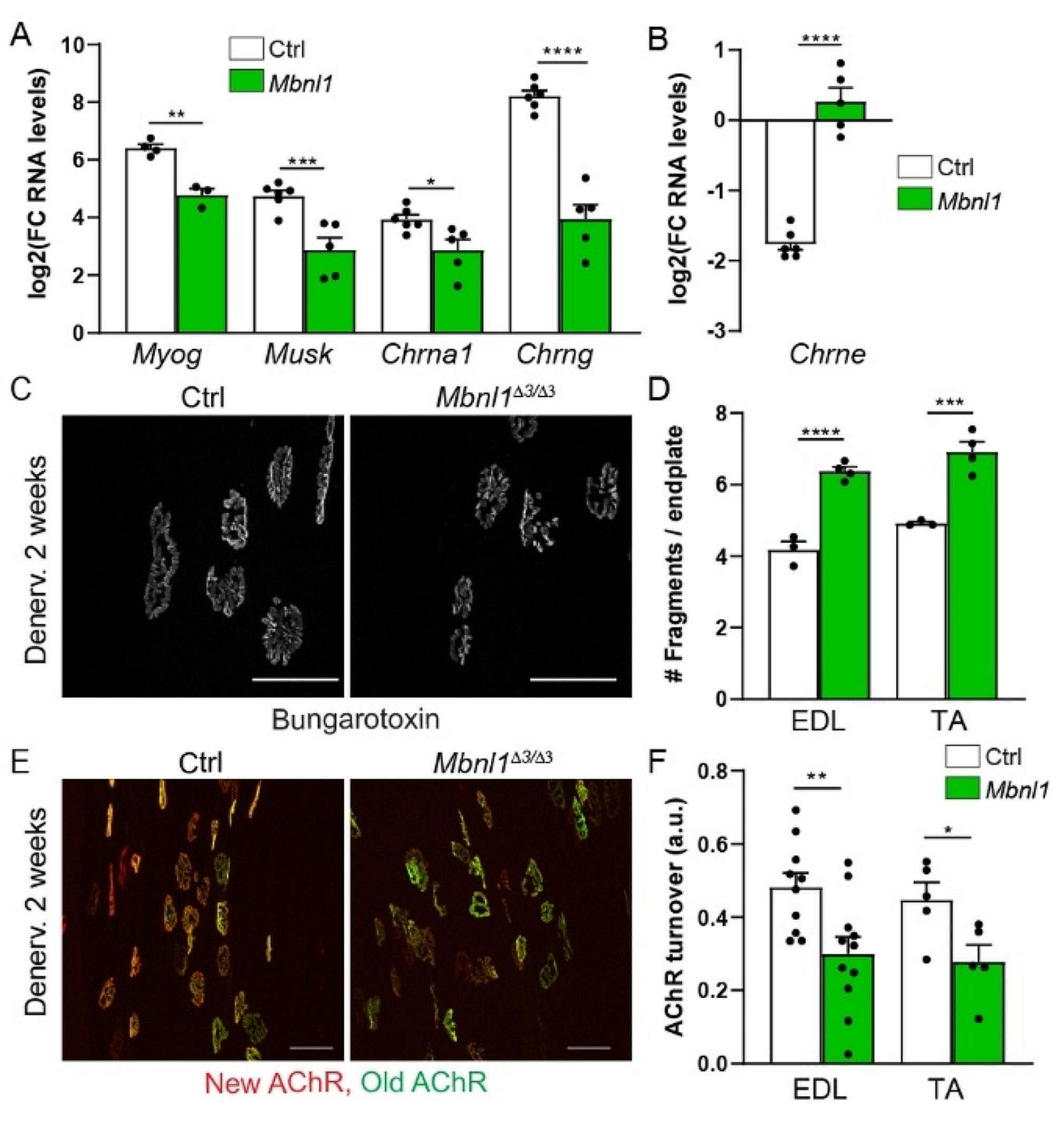
Denervation-induced changes in the expression and dynamics of synaptic proteins are impaired in *Mbnl1*^*ΔE3/ΔE3*^ mice. **A, B** mRNA levels of *Myog, Musk, Chrna1* and *Chrng* (A) and *Chrne* (B) in TA muscle from control and *Mbnl1*^*ΔE3/ΔE3*^ mice 3 days post-denervation. Levels are normalized to *Tbp*, relative to control innervated muscle and expressed as log2(Fold Change). *n* = 6/5 Ctrl/ *Mbnl1*^*ΔE3/ΔE3*^ (except for *Myog*, *n* = 4/3). **C, D** Fluorescent images of endplates stained with α-bungarotoxin in EDL muscle from control and *Mbnl1*^*ΔE3/ΔE3*^ mice 2 weeks post-denervation. Quantification of endplate fragmentation in EDL and TA muscles is given in D. *n* = 3/4 Ctrl/KO. Scale bar, 50 μm. **E, F** AChR turnover in denervated muscle from *Mbnl1*^*ΔE3/ΔE3*^ and control mice. Fluorescent images of “old” and “new” receptors are shown in (E). Scale bar, 50 μm. Quantification of AChR turnover is given in (F). *n* = 10/11 (EDL) and 5/5 (TA) Ctrl/*Mbnl1*^*ΔE3/ΔE3*^. Data are mean ± SEM; *p < 0.05; ** *p* < 0.01; *** *p* < 0.001; ****p < 0.0001 between genotypes; two-way ANOVA with a Tukey’s post-hoc analysis (Inn/Den and Ctrl/ *Mbnl1*^*ΔE3/ΔE3*^)

### CaMKIIβ/βM overexpression normalizes endplate fragmentation and synaptic gene expression in innervated *Mbnl1*^*ΔE3/ΔE3*^ muscle

To determine the contribution of CaMKII deregulation in endplate fragmentation and changes in synaptic gene expression observed in *Mbnl1*^*ΔE3/ΔE3*^ mice, we assessed the consequences of CaMKII modulation in mutant muscle. As DM1 mouse models shifted from CaMKIIβ/βM to CaMKIIβe expression, we injected isotype 9 adeno-associated virus (AAV9) in the anterior compartment of control and *Mbnl1*^*ΔE3/ΔE3*^ mice to overexpress either CaMKIIβ or CaMKIIβM. Three weeks later, we unilaterally denervated the mice and harvested innervated and denervated muscles 3 days later (Fig. 9A). A single AAV injection was sufficient to strongly increase the expression of CaMKIIβ/βM in TA innervated and denervated muscles, as compared to muscle injected with AAV-GFP (Fig. 9B). CaMKIIβ/βM overexpression did not modify TA muscle mass normalized to body weight, as compared to GFP-overexpressing muscle (Fig. S12A). Moreover, it did not alter muscle histology in control and mutant mice (Fig. S12B). In parallel, the specific tetanic force (Fig. 9C) and the late relaxation time (Fig. 9D) of EDL innervated control and mutant muscles were unchanged upon CaMKIIβ/βM overexpression, as compared to GFP-overexpressing muscle.

Importantly, overexpression of CaMKIIβ or CaMKIIβM was sufficient to normalize endplate fragmentation in *Mbnl1*^*ΔE3/ΔE3*^ EDL innervated muscle, as compared to control (Fig. 9E and Fig. S12C). CaMKIIβ/βM overexpression did not perturb synaptic gene expression in control innervated muscle (Fig. 9F-H). Conversely, CaMKIIβ overexpression normalized *Myog* expression in mutant innervated muscle (Fig. 9F) and tended to reduce *Chrna1* and *Chrng* expression (Fig. 9G, H), as compared to GFP-overexpressing mutant muscle. CaMKIIβM overexpression showed the same trend but was less efficient (Fig. 9F-H). In control muscle, CaMKIIβ/βM overexpression was sufficient to reduce the up-regulation of *Myog*, *Chrna1* and *Chrng* upon denervation (Fig. 9I-K). In contrast, it did not further reduce synaptic gene expression in *Mbnl1*^*ΔE3/ΔE3*^ denervated muscle (Fig. 9I-K). Together, these results indicate that CaMKIIβ/βM deficiency contributes to synaptic gene deregulation and endplate fragmentation in innervated *Mbnl1*^*ΔE3/ΔE3*^ muscles, but not to their defective response to denervation. To determine whether the effect of CaMKIIβ/βM overexpression involves changes in HDAC4 pathway, we evaluated the expression of HDAC4 target genes. CaMKIIβ/βM overexpression normalized the expression of *Dach2* and *Ramp1* in *Mbnl1*^*ΔE3/ΔE3*^ innervated muscle, as compared to control muscle (Fig. S13A). Moreover, it restricted the repression of *Dach2* and *Mitr* after denervation in control mice (Fig. S13A). Strikingly, denervation-induced HDAC4 accumulation was abrogated by CaMKIIβ/βM overexpression in control and mutant mice (Fig. S13B), which was consistent with the defective repression of HDAC4 target genes. These changes suggest that HDAC4 inhibition mediates some of the transcriptional changes observed in control and mutant mice after CaMKIIβ/βM overexpression.

**Fig. 9:**
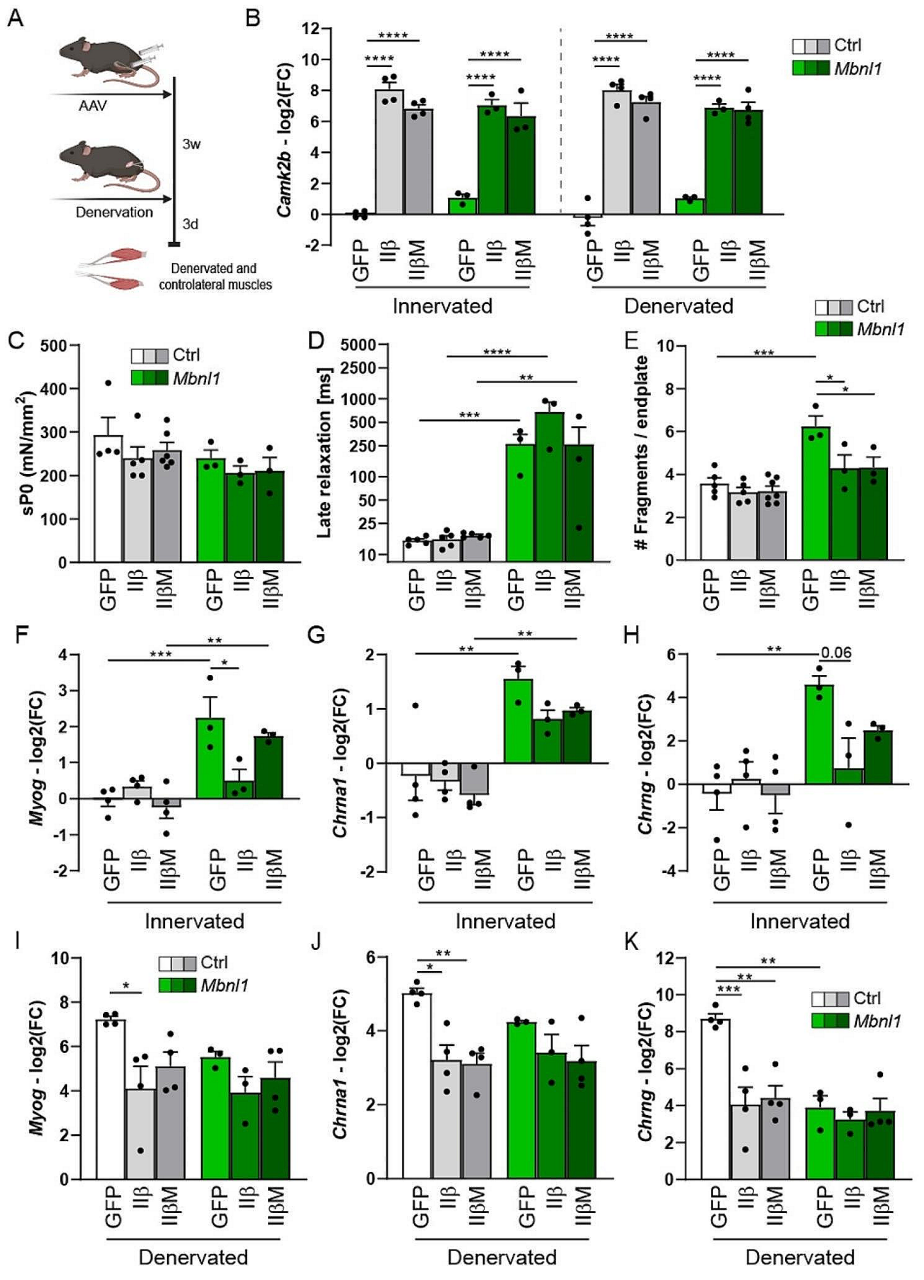
CaMKIIβ/βM overexpression normalizes endplate fragmentation in *Mbnl1*^*ΔE3/ΔE3*^ innervated muscle. **A** AAV-based overexpression strategy to evaluate the role of CaMKIIβ/βM deregulation in *Mbnl1*^*ΔE3/ΔE*^ mice. Created with Biorender.com. **B** mRNA levels of *Camk2b* in control and *Mbnl1*^*ΔE3/ΔE3*^ TA muscles infected with AAV-GFP, -CaMKIIβ, or -CaMKIIβM. Levels are normalized to *Tbp*, relative to control innervated muscle and expressed as log2(Fold Change). *n* = 4 Ctrl and 3 *Mbnl1*^*ΔE3/ΔE3*^ (except in Den, *n* = 4 IIβM). **C, D** Specific tetanic force (sP0; C) and late relaxation time (D) upon stimulation of control and *Mbnl1*^*ΔE3/ΔE3*^ EDL muscles infected with AAV-GFP, -CaMKIIβ, or -CaMKIIβM. *n* = 4/5/6 Ctrl and 3 *Mbnl1*^*ΔE3/ΔE3*^ per group. **E** Number of fragments per endplate in control and *Mbnl1*^*ΔE3/ΔE3*^ EDL innervated muscles injected with AAV-GFP, -CaMKIIβ, or -CaMKIIβM. *n* = 5/5/7 Ctrl and 3 *Mbnl1*^*ΔE3/ΔE3*^ per group. **F-K** mRNA levels of *Myog* (F, I), *Chrna1* (G, J) and *Chrng* (H, K) in control and *Mbnl1*^*ΔE3/ΔE3*^ TA innervated (F-H) and denervated (3 days; I-K) muscles injected with AAV-GFP, -CaMKIIβ, or -CaMKIIβM. Levels are normalized to *Tbp*, relative to control innervated muscle and expressed as log2(Fold Change). *n* = 4 Ctrl and 3 *Mbnl1*^*ΔE3/ΔE3*^ (except for Den IIβM, *n* = 4). Data are mean ± SEM; *p < 0.05; ** *p* < 0.01; *** *p* < 0.001; ****p < 0.0001; two-way ANOVA with Tukey’s post-hoc correction

## Discussion

Although mis-splicing events are at the basis of DM1 pathogenesis, how the consecutive perturbations lead to muscle alterations is unclear. NMJ deteriorations have been described in muscle biopsies from DM1 patients and in muscle from DM1 mouse models [10–14, 46]. However, the mechanisms underlying these perturbations and whether these defects arise from DM1-related changes in the muscle or in the nerve remain unknown. Here, we showed that NMJs are affected in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice, two well-characterized mouse models of DM1. We established that CaMKIIs and activity-dependent signalling pathways are disrupted in *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles, which may contribute to endplate destabilization and to the abnormal response of mutant muscles to denervation.

Signs of NMJ deterioration, without denervation of muscle fibres, have been reported in muscle biopsies from DM1 patients, as well as in DMSXL and *Mbnl1/2*-deficient mice [10–14, 46]. As motor neurons are also affected in these mouse models, it is unclear whether the defects arise from pre- or post-synaptic perturbations. Here, we found endplate fragmentation in the muscles of *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice at different ages. As *HSA*^*LR*^ mice express the transgene carrying the CTG repeats only in muscle, perturbations in the post-synaptic compartment, i.e. the muscle, are likely responsible for NMJ deterioration in DM1. Importantly, endplate fragmentation was similar between TA, EDL and *gastrocnemius* muscles, which are affected differentially in *HSA*^*LR*^ mice. In particular, TA muscle showed only few signs of muscle degeneration, suggesting that endplate destabilization is a primary defect in DM1. NMJ deterioration may in fact contribute to and precede muscle atrophy, weakness and fatigue observed in DM1 muscle.

To determine the pathomechanisms that compromise NMJ integrity in DM1, we examined the potential role of CaMKIIs. Mis-splicing in *Camk2b, 2d* and *2 g* has been reported in DM1 patients, as well as in mouse models [3–5]. In particular, exclusion of *Camk2b* exon 13 appeared as one of the most important splicing changes detected in DM1 tissues. Although the pathophysiological consequences have been investigated in the brain, the consequences of CaMKII deregulation in skeletal muscle have not yet been analysed. Here, we report that, together with exon 13 exclusion, the three exons specifically included in the muscle-specific isoform of CaMKIIβ are excluded in *HSA*^*LR*^ and *Mbnl1*^*ΔE3/ΔE3*^ muscles. This indicates that *Camk2b* splicing is MBNL1-dependent. Of note, in *HSA*^*LR*^ mice, *Camk2b* mis-splicing was detected in *gastrocnemius*, TA and EDL muscles. Together with exons 13 and 16, exons 18–20 are part of the highly variable region of the *Camk2b* gene, which allows the expression of tissue-specific variants. Especially, CaMKIIβM was shown to be the only isoform accumulating at the NMJ [6]. Consistent with the abnormal splicing of *Camk2b* in DM1 muscle, CaMKIIβM was not detected in *Mbnl1*^*ΔE3/ΔE3*^ and HSA^LR^ muscles. CaMKIIs have been shown to contribute to synaptic gene repression in non-synaptic regions of muscle fibres, by inhibiting myogenin activity and HDAC4 signalling pathway [7, 36]. We reveal that HDAC4 accumulates in myonuclei from *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ muscles, which was not caused by spontaneous denervation of mutant muscles. CaMKII deficiency and the consecutive increase in HDAC4 activity may hence contribute to the up-regulation of synaptic genes and to the fibre type switch observed in mutant muscles. As some HDAC4 targets remained unchanged in mutant muscles, changes in synaptic genes detected in DM1 muscle may occur predominantly at the endplate, as their regulation there is independent from HDAC4/myogenin in innervated muscle [35]. Alternatively, abnormal accumulation of other CaMKII isoforms, such as CaMKIIβe, may inhibit the repressor MITR/HDAC9 and thereby mediate some of the effects observed on activity-dependent genes. Importantly, we show that overexpression of CaMKIIβ, and to a lesser extent of CaMKIIβM, normalizes synaptic gene expression in innervated mutant muscle, consistent with a primary role of CaMKII deficiency in activity-dependent gene deregulation. Simultaneously, CaMKIIβ/βM overexpression reverses endplate fragmentation in mutant muscle. As synaptic gene up-regulation was detected in *gastrocnemius* muscle, but not in TA muscle from *HSA*^*LR*^ mice, it is unlikely that it underlies endplate fragmentation that was observed in all muscles. Despite the known role of CaMKIIs in regulating AChR recycling, we did not find perturbation in AChR dynamics at the endplate in mutant muscle. CaMKII deregulation may alternatively increase endplate fragmentation by perturbing AChR clustering at the endplate, as suggested by previous studies [6, 47]. Of note, the fibre type switch previously reported in *HSA*^*LR*^ muscle [25] was exacerbated in *Mbnl1*^*ΔE3/ΔE3*^ muscle. This suggested that perturbations both in the muscle and in non-muscle tissues (e.g., the motor neuron) contribute to these changes.

To obtain further insights into the capacity of DM1 muscle to regulate activity-dependent signalling and to maintain endplates, we challenged *Mbnl1*^*ΔE3/ΔE3*^ and *HSA*^*LR*^ mice with nerve injury. As transgene expression driven by the *HSA* promoter was lost in *HSA*^*LR*^ muscle upon denervation, we needed to limit the analysis to *Mbnl1*^*ΔE3/ΔE3*^ mice. In this model, denervation-induced increase in AChR turnover and synaptic gene up-regulation were hampered, suggesting that incorporation of new receptors at the endplate is limited in denervated mutant muscle. Synaptic gene induction upon denervation relies on the release of *Myog* expression, through the repression of *Mitr/Hdac9* and *Dach2* by HDAC4 [8, 48, 49]. Expression of these two repressors was efficiently reduced upon denervation in DM1 muscle, which was consistent with the major accumulation of HDAC4 in mutant denervated muscle. In addition, CaMKIIβ/βM overexpression did not restore synaptic gene expression in denervated mutant muscles, but rather decreased synaptic gene up-regulation in control denervated muscle. Hence, the incomplete induction of synaptic genes in *Mbnl1*^*ΔE3/ΔE3*^ denervated muscle is unlikely to occur *via* HDAC4 signalling deregulation or CaMKIIβ/βM deficiency. However, we cannot rule out contribution of other CaMKII isoforms to the defective muscle response to denervation of *Mbnl1*^*ΔE3/ΔE3*^ mice. Changes in the activity of other repressors of *Myog*, such as Msy3/Ybx3 [50] or CtBP1 [51], may also be involved in the defects observed. Finally, ClC-1 deregulation may hinder the response to denervation in DM1 muscle, as primary changes triggered by nerve injury at the endplate have been associated with chloride influx [52]. Consistently, another myotonic mouse model deficient for ClC-1 also displayed impaired muscle response to denervation [53].

## Conclusions

In conclusion, our study identified NMJ deterioration as an integral part of muscle dysfunction in DM1, which likely involves muscle perturbations in activity-dependent pathways. Especially, deregulation of CaMKII isoforms may be a key event in endplate destabilization, as well as in DM1 pathogenesis in muscle and non-muscle tissues.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

Data generated during the study are freely accessible on the Yareta repository database: 10.26037/yareta:qx7k7d2vcva2fo7jr5t3bn2bly. RNAseq data are available under the GEO accession number: GSE226676.

# Supplementary material for: CaMKIIβ deregulation contributes to neuromuscular junction destabilization in Myotonic Dystrophy type I
**Source:** Skelet Muscle. 2024 May 21;14:11. doi: 10.1186/s13395-024-00345-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

## **Supplementary Data**

### **CaMKII $\beta$ deregulation contributes to neuromuscular junction destabilization in Myotonic Dystrophy type I**

Denis Falcetta, Sandrine Quirim, Ilaria Cocchiararo, Florent Chabry, Marine Théodore, Adeline Stiefvater, Shuo Lin, Lionel Tintignac, Robert Ivanek, Jochen Kinter, Markus A. Rüegg, Michael Sinnreich, Perrine Castets

Supplementary data includes: Supplementary Material, 13 Supplementary Figures, 1 Supplementary Table.

## **SUPPLEMENTARY MATERIAL**

### **Antibodies**

The following antibodies were used for immunoblotting (dilution 1/1000) or immunofluorescence: HDAC4 (#15164 and #7628; 1/5000 for IHC), Phospho-HDAC4Ser632 (#3424), Phospho-CaMKIIThr286/287 (#12716), CaMKII pan (#4436), Akt (#9272), Phospho-Akt<sup>Ser473</sup> (#9271), S6 Ribosomal Protein (#2217), Phospho-S6 Ribosomal Protein<sup>Ser235/6</sup> (#2211), LC3B (#2775), GAPDH (#2118) from Cell Signaling Technology;  $\alpha$ -actinin (A5044), Acetylcholinesterase (SAB4200839) and Neurofilament 200 (N4142; 1/2000 for IHC) from Sigma; Laminin (ab11575 and ab11576; 1/300 for IHC) and Tubulin (ab15246) from Abcam; Synaptophysin (A0010; 1/200 for IHC) from Dako; myosin heavy chain IIA (A4.74) and IIB (BF.F3) from Developmental Studies Hybridoma Bank; Lamin-B (sc-6216) from Santa Cruz Biotechnology.

### **Fluorescence *in situ* hybridization**

FISH was conducted on muscle cryosections as previously described by Batra et al. [1], using a Cy3-CAG10 DNA probe. Nuclear foci were observed with a Leica confocal microscope.

### **RNA-seq**

Single-end RNA-seq reads were mapped to the mouse genome assembly (version mm10) with RNA-STAR (version 2.5.2a)[2], with default parameters, except for allowing up to 10 hits to genome (outFilterMultimapNmax 10), for reporting only one location for hits with equal score (outSAMmultNmax 1), and for filtering reads without evidence in spliced junction table (outFilterType "BySJout"). All subsequent gene expression data analyses were done within the R software (R Foundation for Statistical Computing, Vienna, Austria). Raw reads and mapping quality were assessed by the qQCReport function from the R/Bioconductor software package QuasR (version 1.16.0)[3]. Using RefSeq mRNA coordinates from UCSC ([genome.ucsc.edu](http://genome.ucsc.edu), downloaded in December 2015) and the qCount function from QuasR package, we quantified gene expression as the number of reads that started within any annotated exon of a gene. 

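A read was counted once for a gene when its first base lay in an exon of any annotated transcript of that gene. Reads of all splice variants therefore add to the same total, and reads that start in an intron are left out. Because the mapping reported a single location for a read with several equally good ones, reads of near-identical genes could be divided between them. Where exons of different genes overlap, the text does not state how a read was assigned or whether the strand was used. Of the Entrez identifiers in the deposited counts, 24374 matched a gene of the RefSeq annotation of GRCm38.p6 and 80 did not.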

The differentially expressed genes were identified using the edgeR package (version 3.18.1)[4]. 

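Between vehicle-treated *HSA* LR mice (n = 5) and vehicle-treated control mice (n = 3), 4169 of the tested genes were different at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 2385 were higher and 1784 lower in *HSA* LR muscle, and 670 changed by at least 2-fold. Leaving out single mice moved this count most, to between 2826 and 4078 genes. The next largest change came from fitting only the 2 groups compared, which gave 3471 genes. Among the different genes whose groups did not overlap and whose mean count was at least 50, the largest increases were those of *Clca4a* (log2 fold change 6.89), *Krt8* (6.76), *Krt18* (6.25), *Myo1a* (6.03) and *Clca1* (5.76). The largest decreases were those of *Actc1* (log2 fold change -3.15), *Kcnab1* (-2.71), *Pfkfb3* (-2.39), *Pla2g5* (-2.35) and *Slc15a5* (-2.05). The size for *Slc15a5* is uncertain, because vehicle-treated control mice ranged from 1.35 to 5.29 normalized CPM. That for *Actc1* is uncertain as well, because these mice ranged from 34.1 to 159, although all lay above the *HSA* LR mice (11.3 to 13.9). *Clca4a* was close to the limit of counting in control mice, with 0.0370 ± 0.0438 normalized CPM (SD, n = 3), so the size of its fold change is uncertain. *Clca4a*, *Kcnab1*, *Pfkfb3* and *Pla2g5* overlap other annotated genes. Genes with longer transcripts tended to be lower in *HSA* LR muscle, with a Spearman rho of -0.260 between length and log2 fold change across genes, which are not independent replicates. *Krt14*, a gene of the epidermis, was above 1 normalized CPM in 4 of the 5 vehicle-treated *HSA* LR libraries and in 1 of the 3 vehicle-treated control libraries. The other vehicle-treated libraries had 18 to 95 reads of 8 epidermal marker genes together, which does not exclude epidermal RNA in them. With an epidermal marker score as a covariate 3541 genes were different.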

The same RefSeq annotation was used to build the set of all existing junctions in transcripts, and qCount function was used to count the number of spanning reads in individual samples. The junctions were further filtered: only junction longer than 5 bp, and starting and ending in the same gene were kept, and those supported by at least 5 reads in total. The differentially used junctions were identified using the diffSpliceDGE function implemented in the edgeR package.

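The diffSpliceDGE function compares the log fold change of each junction with that of the whole gene. A change in the total level of a gene, which moves all its junctions alike, cancels out in this comparison, and what remains is the change in how often a junction is used relative to the rest of the gene. For junctions with few reads this change is estimated with a large error. The junction counts themselves were not analysed here.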

## References

- S1. Batra R, Charizanis K, Manchanda M, Mohan A, Li M, Finn DJ et al. Loss of MBNL leads to disruption of developmentally regulated alternative polyadenylation in RNA-mediated disease. *Mol Cell*. 2014; 56(2):311-322.
- S2. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013; 29(1):15-21.
- S3. Gaidatzis D, Lerch A, Hahne F, Stadler MB. QuasR: quantification and annotation of short reads in R. *Bioinformatics*. 2015; 31(7):1130-1132.
- S4. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. 2010; 26(1):139-140.
- S5. Wang ET, Treacy D, Eichinger K, Struck A, Estabrook J, Olafson H et al. Transcriptome alterations in myotonic dystrophy skeletal muscle and heart. *Hum Mol Genet*. 2019; 28(8):1312-1321.

**Figure S1**

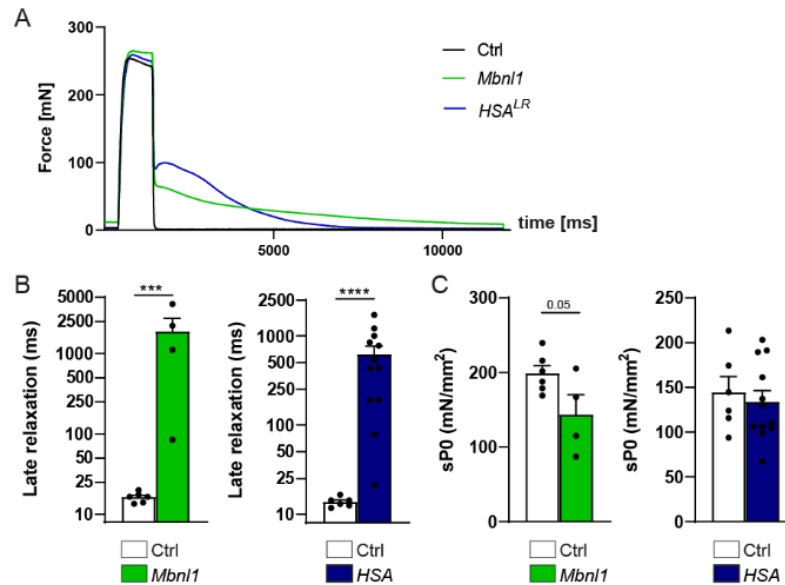

**Figure S1, related to Figure 1: Myotonia and muscle force in DM1 mouse models. A, B** Late relaxation time upon stimulation is increased in EDL muscle from *Mbnl1*<sup>ΔE3/ΔE3</sup> and *HSA<sup>LR</sup>* mice, as compared to control mice. Quantification is given in B for 9-month-old *Mbnl1*<sup>ΔE3/ΔE3</sup> and 12-month-old *HSA<sup>LR</sup>* mice. n = 6 Ctrl / 4 *Mbnl1*<sup>ΔE3/ΔE3</sup>; 6 Ctrl / 12 *HSA<sup>LR</sup>*. **C** Specific tetanic force (sP0) of EDL muscle from 9-month-old *Mbnl1*<sup>ΔE3/ΔE3</sup> and 12-month-old *HSA<sup>LR</sup>* mice. n = 6 Ctrl / 4 *Mbnl1*<sup>ΔE3/ΔE3</sup>; 6 Ctrl / 12 *HSA<sup>LR</sup>*. All data are mean ± SEM; \*\*\* p<0.001; \*\*\*\* p<0.0001; two-tailed unpaired Student's t-test.

**Figure S2**

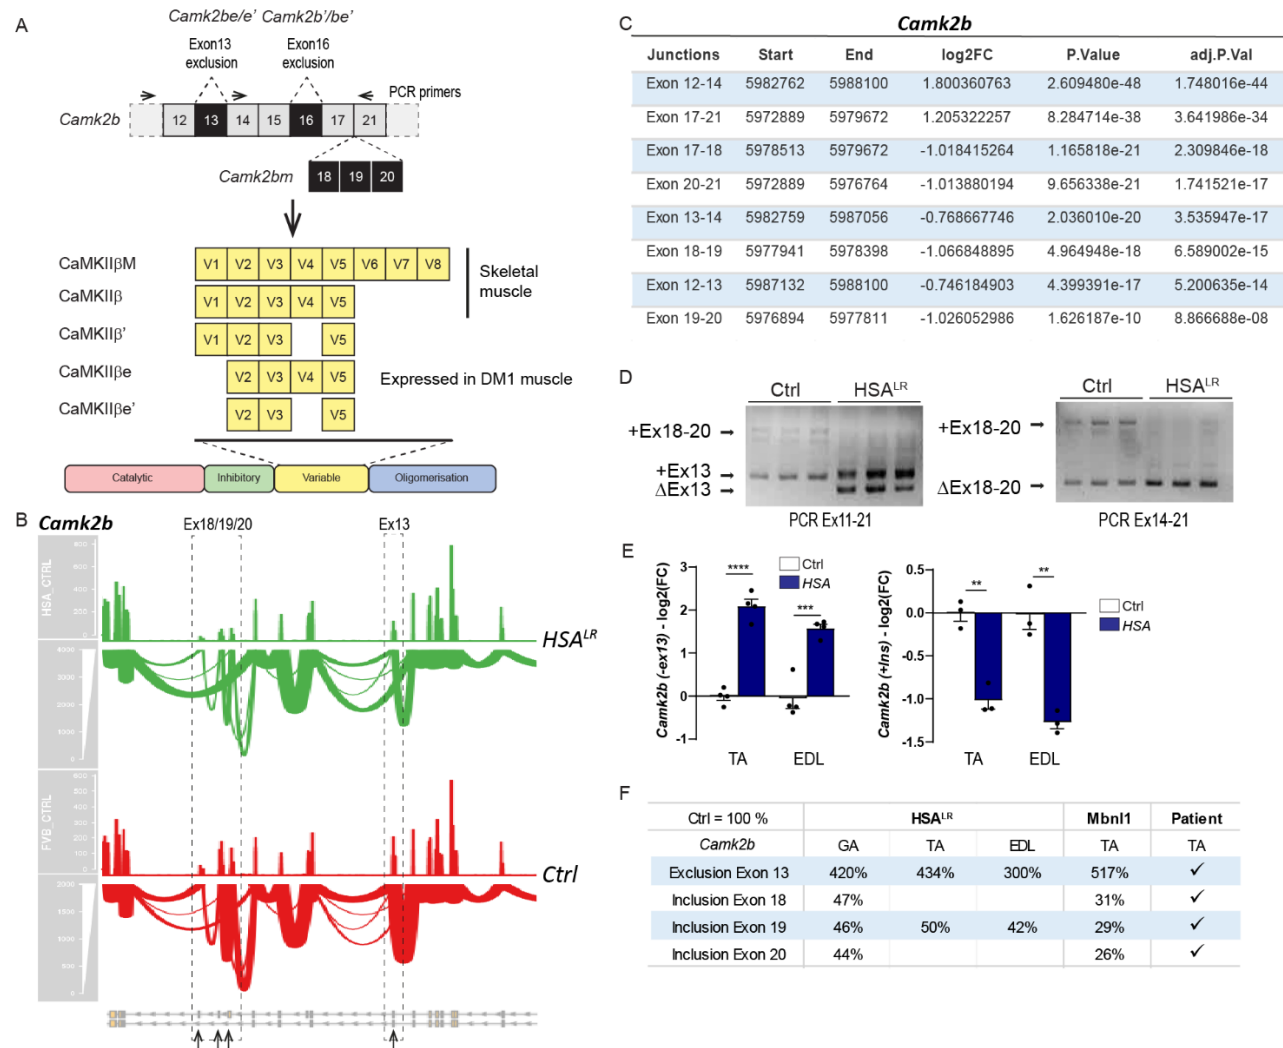

**Figure S2, related to Figure 2: Mis-splicing of *Camk2b* genes in *HSA<sup>LR</sup>* muscle. A** Alternative splicing of *Camk2b* transcript, with the corresponding encoded protein domains of CaMKIIβ. **B, C** RNA-seq results for *Camk2b* showing mis-spliced regions in *HSA<sup>LR</sup>* gastrocnemius muscle, compared to control. n=4. Statistical analysis is given in C, with the log2FC corresponding to the log-fold change in the expression of one exon, normalized to the expression of all the exons of the same gene, in *HSA<sup>LR</sup>* muscle, as compared to controls. **D** Splicing analysis of exon 13 and exons 18-20 of *Camk2b* by end-point PCR. The scheme of the gene and the primers used are given in A. **E, F** Quantitative RT-PCR of exon 13 exclusion and exons 18-20 inclusion in TA and EDL muscles from *HSA<sup>LR</sup>* mice. Data are normalized on levels of total *Camk2b* transcripts, relative

to control and expressed as  $\log_2(\text{Fold Change})$ .  $n = 4$  (Ex13) and 3 (+Ins) per group. A summary table of *Camk2b* mis-splicing is given in F. All data are mean  $\pm$  SEM; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.0001$ ; \*\*\*\*  $p < 0.0001$ ; two-tailed unpaired Student's t-test.

**Figure S3**

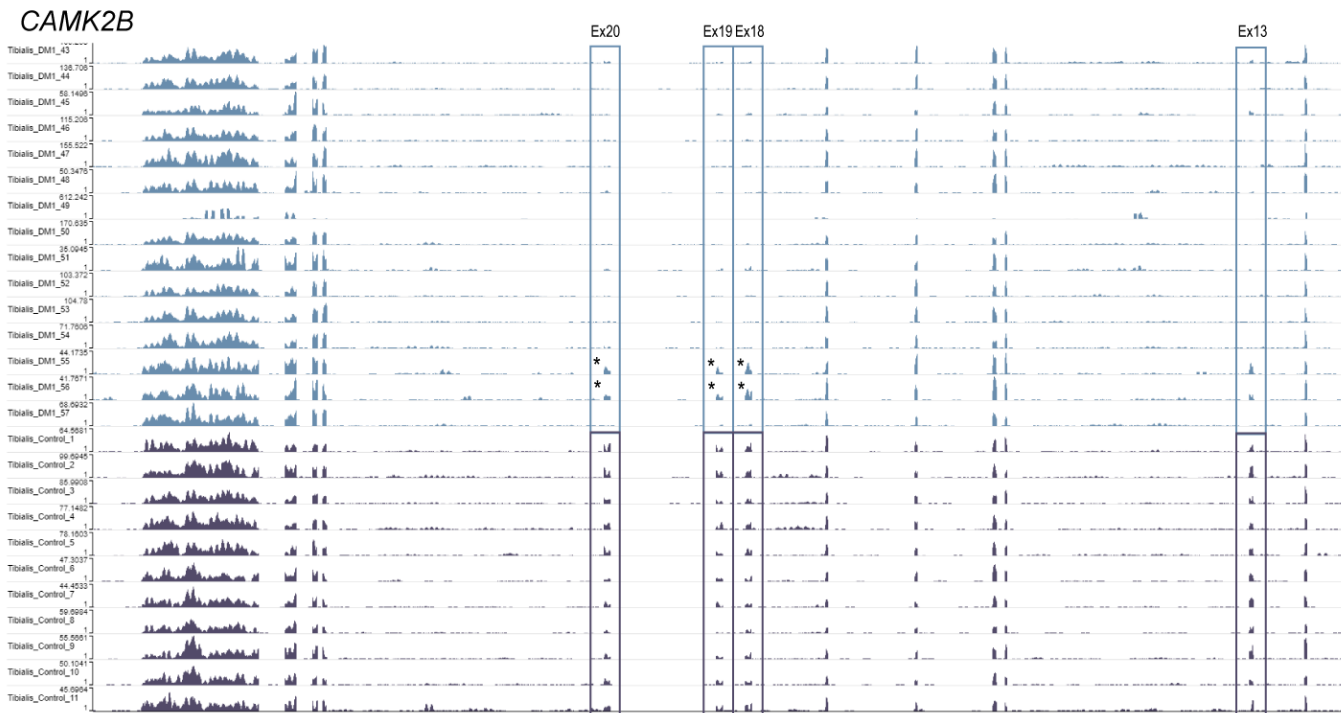

**Figure S3, related to Figure 2: Mis-splicing of *CAMK2B* gene in muscle from DM1 patients.** RNA-seq results showing mis-splicing of *CAMK2B* exons 13, 18, 19 and 20 in TA muscle from DM1 patients (blue), compared to control individuals (purple). Data are from *dmseq.org* [5]. Asterisks show two DM1 muscles with normal splicing of *CAMK2B*.

Figure S4

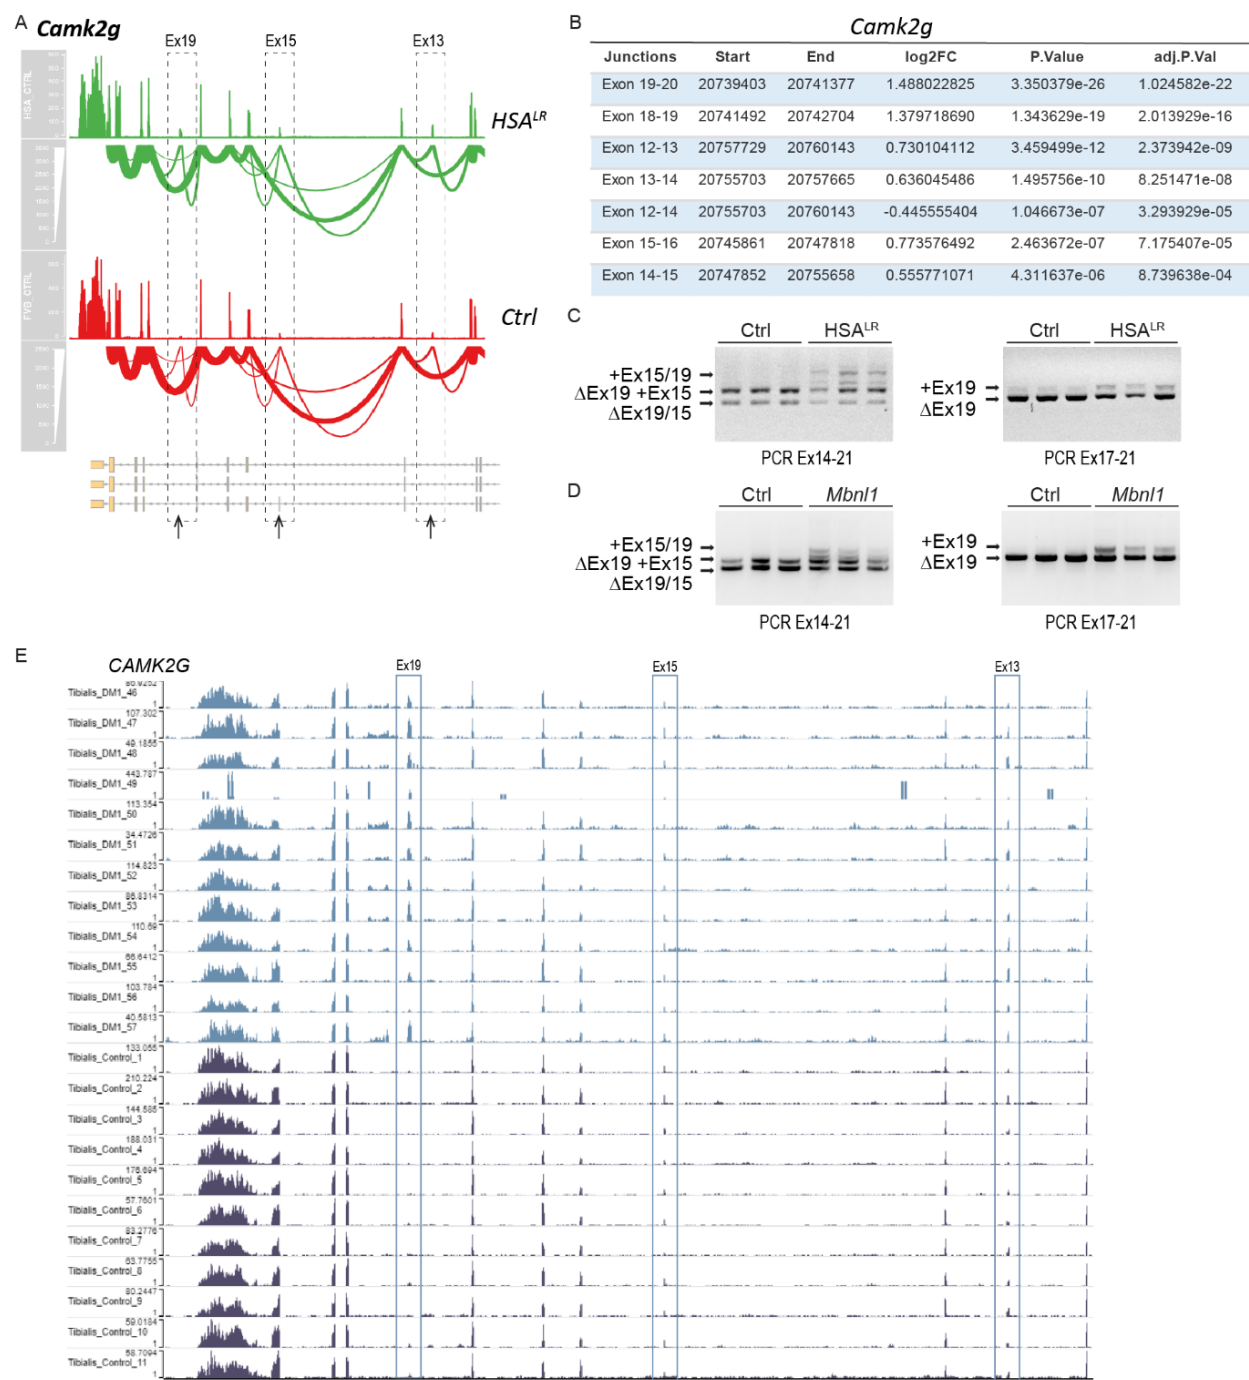

**Figure S4, related to Figure 2: Mis-splicing of *Camk2g* genes in DM1 muscle. A, B** RNA-seq results for *Camk2g* showing the mis-spliced regions in *HSA<sup>LR</sup>* muscle, compared to control. Statistical analysis is given in B, with the log2FC corresponding to the log-fold change in the expression of one exon, normalized to

the expression of all the exons of the same gene, in  $HSA^{LR}$  muscle, as compared to controls. n = 4 per group.

**C, D** End-point PCR analysis of mis-splicing of exons 15 and 19 of *Camk2g* in *gastrocnemius* from  $HSA^{LR}$  mice (C) and TA muscle from *Mbnl1* <sup>$\Delta E3/\Delta 3E$</sup>  mice (D). n=3 per group. **E** RNA-seq results for *CAMK2G* showing mis-splicing of exon 19 in TA muscle from DM1 patients (blue), compared to control individuals (purple). Data are from *dmseq.org* [5].

**Figure S5**

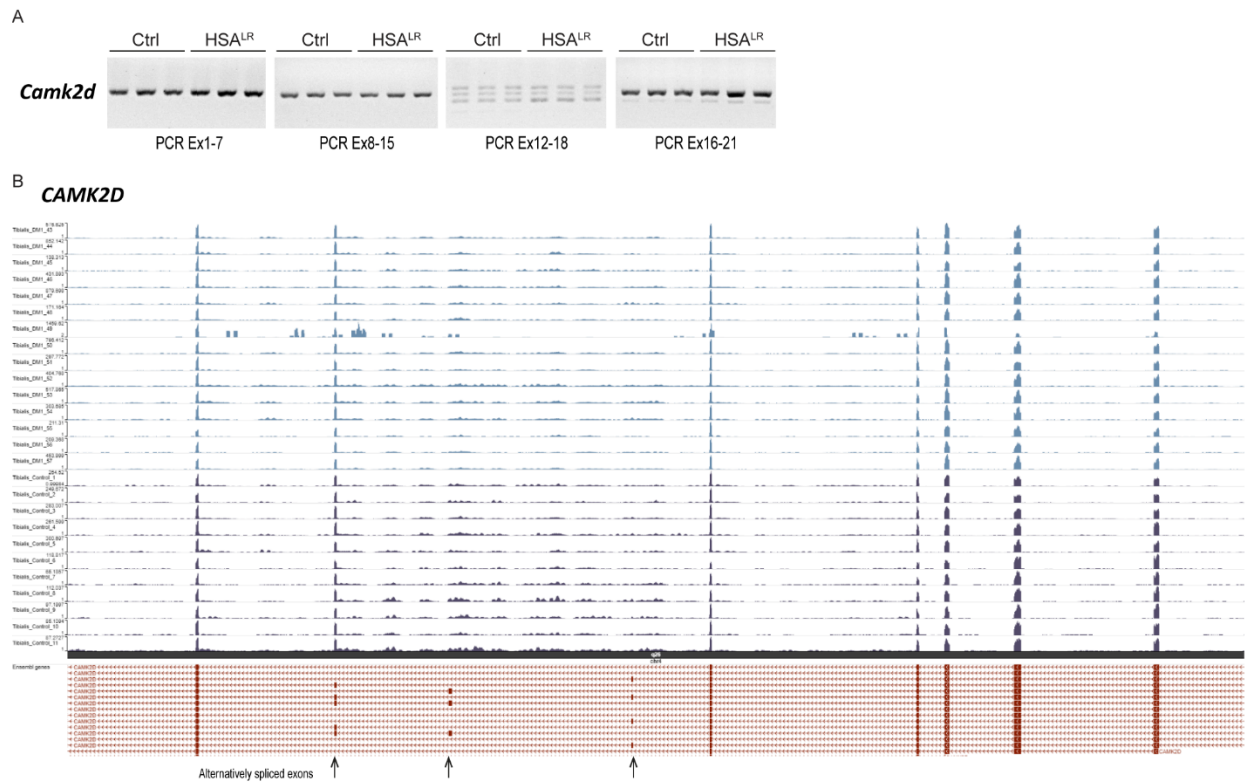

**Figure S5, related to Figure 2: Splicing of *CAMK2D* gene in muscle from *HSA<sup>LR</sup>* mice and DM1 patients. **A** End-point PCR analysis of exons 1 to 21 splicing of *Camk2d* in *gastrocnemius* from *HSA<sup>LR</sup>* and control muscles. n=3 per group. **B** RNA-seq results for *CAMK2D* showing normal splicing of 3 predicted alternative exons in TA muscle from DM1 patients, compared to control individuals. Data are from *dmseq.org* [5].**

**Figure S6**

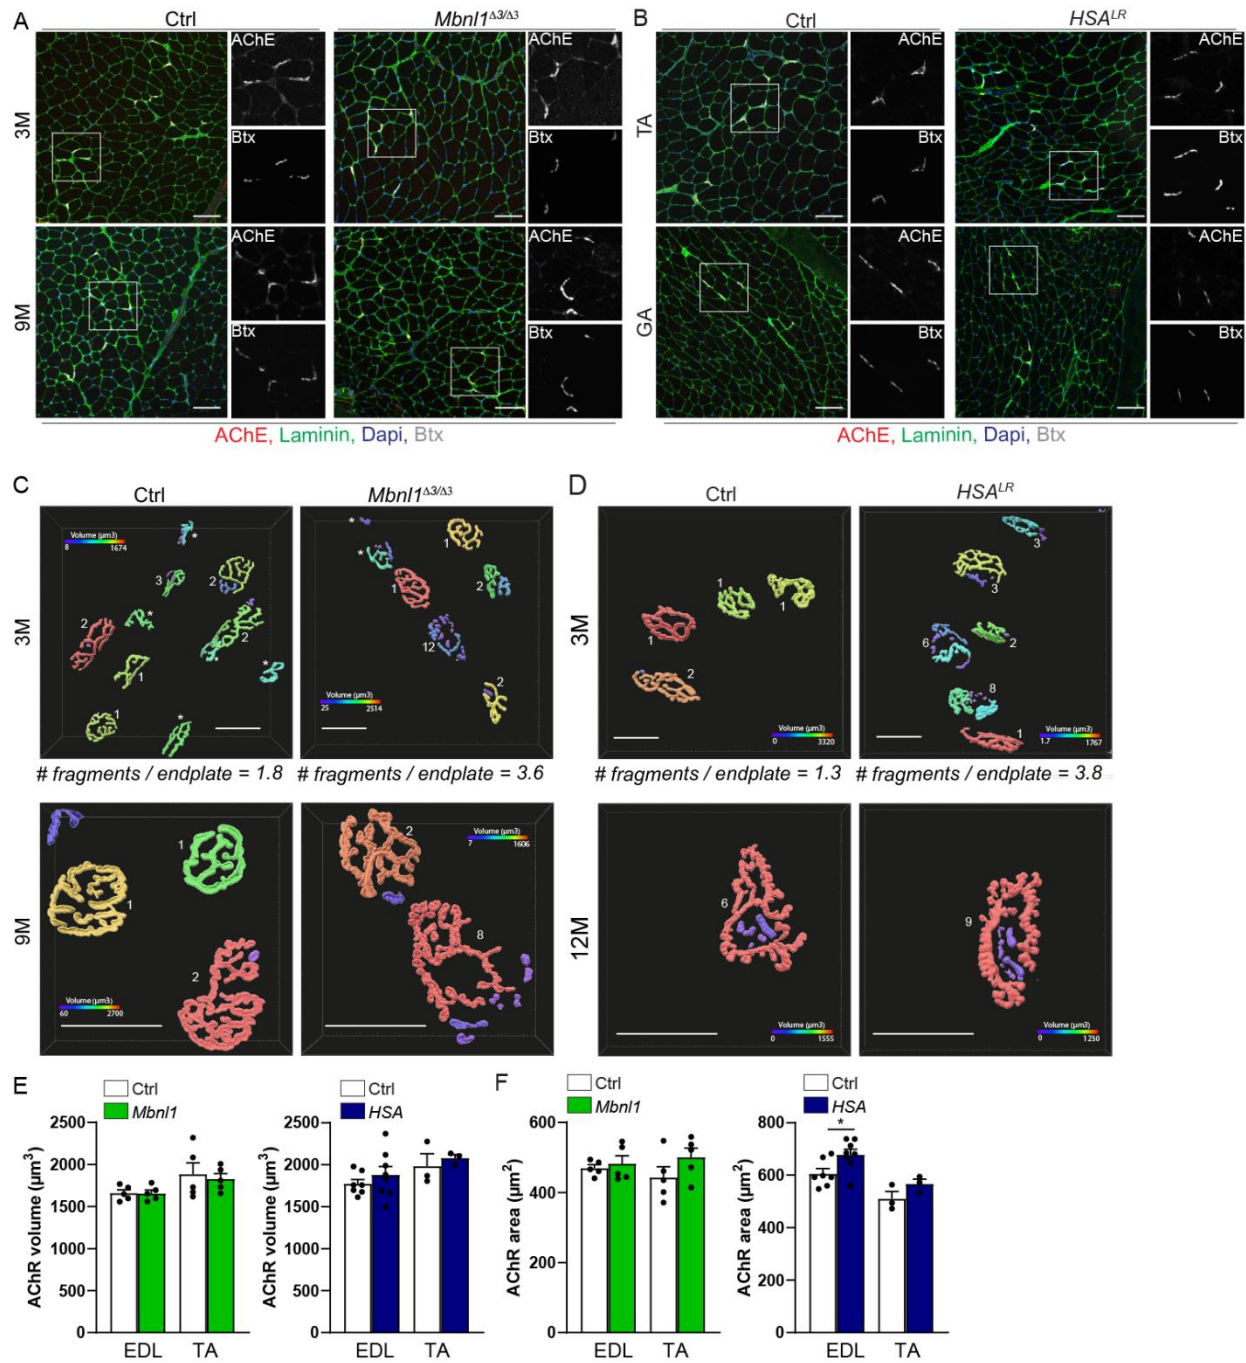

**Figure S6, related to Figure 3: Endplate perturbations in *Mbn1*<sup>ΔE3/ΔE3</sup> and *HSA*<sup>LR</sup> muscles. A, B** Fluorescent images of TA or *gastrocnemius* (GA) muscles stained with antibodies against acetylcholinesterase (AChE, red) and laminin (green), α-bungarotoxin (Btx; grey) and Dapi (blue). Muscles are from 3- or 9-month(M)-

old *Mbn1* <sup>$\Delta E3/\Delta E3$</sup>  (A) and 3-month-old *HSA*<sup>*LR*</sup> (B) mice. Scale bar, 100  $\mu$ m. Higher magnification panels show NMJ regions positive for Btx and acetylcholinesterase. **C, D** 3D reconstructed image of Btx-stained endplates shown in Fig. 3A, B. The colours are determined by the volume of the AChR fragments. The number of fragments per endplate, as well as the mean number of fragments per endplate for each field, are indicated. Asterisks show incomplete endplates. Scale bar, 50  $\mu$ m. **E, F** Volume (E) and projected area (F) of AChRs per endplate in EDL and TA muscles from 3-month-old *Mbn1* <sup>$\Delta E3/\Delta E3$</sup>  and *HSA*<sup>*LR*</sup> mice. n=5 Ctrl/*Mbn1* <sup>$\Delta E3/\Delta E3$</sup> ; 7/8 EDL and 3TA Ctrl/*HSA*<sup>*LR*</sup>. All data are mean  $\pm$  SEM; \*  $p < 0.05$ ; two-tailed unpaired Student's t-test.

**Figure S7**

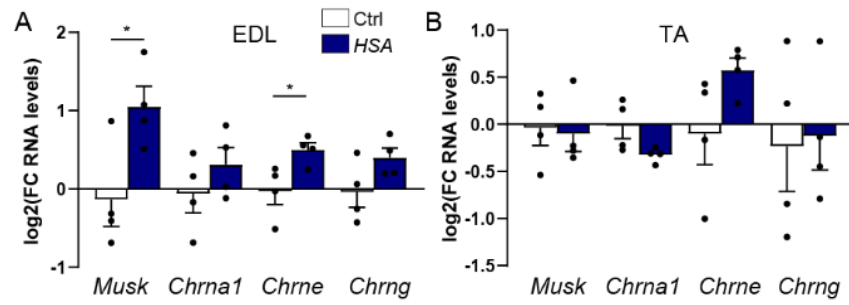

**Figure S7, related to Figure 5: Changes in synaptic gene expression in *Mbnl1*<sup>ΔE3/ΔE3</sup> and *HSA*<sup>LR</sup> muscles.**

Quantitative PCR analysis of *Musk*, *Chrna1*, *Chrne* and *Chrng* in EDL (A) and TA (B) muscles from 3-month-old *HSA*<sup>LR</sup> mice. Levels are normalized to *Tbp*, relative to control and expressed as log2(Fold Change). n=4 per group. All data are mean ± SEM; \* p<0.05; two-tailed unpaired Student's t-test.

**Figure S8**

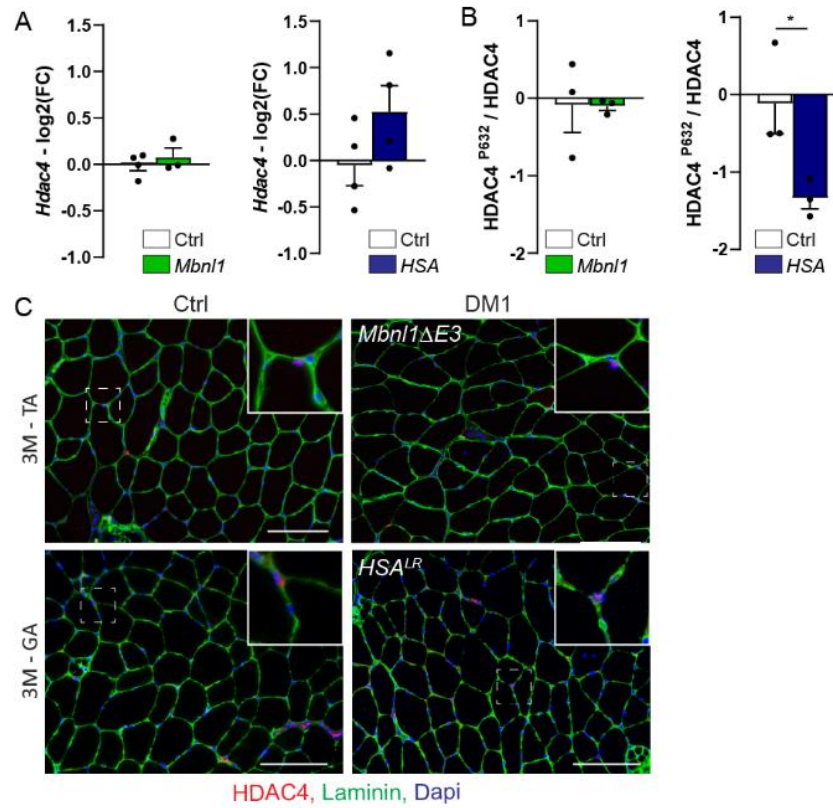

**Figure S8, related to Figure 6: Changes in HDAC4 downstream targets in *Mbn1*<sup>ΔE3/ΔE3</sup> and *HSA*<sup>LR</sup> muscles.**

**A** mRNA levels of *Hdac4* in *Mbn1*<sup>ΔE3/ΔE3</sup> and *HSA*<sup>LR</sup> muscles. RNA levels are normalized to *Tbp* expression, relative to control muscle and expressed as log<sub>2</sub>(Fold Change). n = 4/3 Ctrl/*Mbn1*<sup>ΔE3/ΔE3</sup> and 4/4 Ctrl/*HSA*<sup>LR</sup>.

**B** Levels of phosphorylated HDAC4 (Ser632) in *Mbn1*<sup>ΔE3/ΔE3</sup> and *HSA*<sup>LR</sup> muscles. Protein levels are normalized to total HDAC4 levels, relative to control muscle and expressed as log<sub>2</sub>(Fold Change). n = 3 per group.

**C** Fluorescent image of *Mbn1*<sup>ΔE3/ΔE3</sup> and *HSA*<sup>LR</sup> muscles stained with antibodies against HDAC4 (red), laminin (green) and Dapi (blue). Scale bar, 100 μm. Higher magnification panels show positive myonuclei.

All data are mean ± SEM; \* p<0.05; two-tailed unpaired Student's t-test.

**Figure S9**

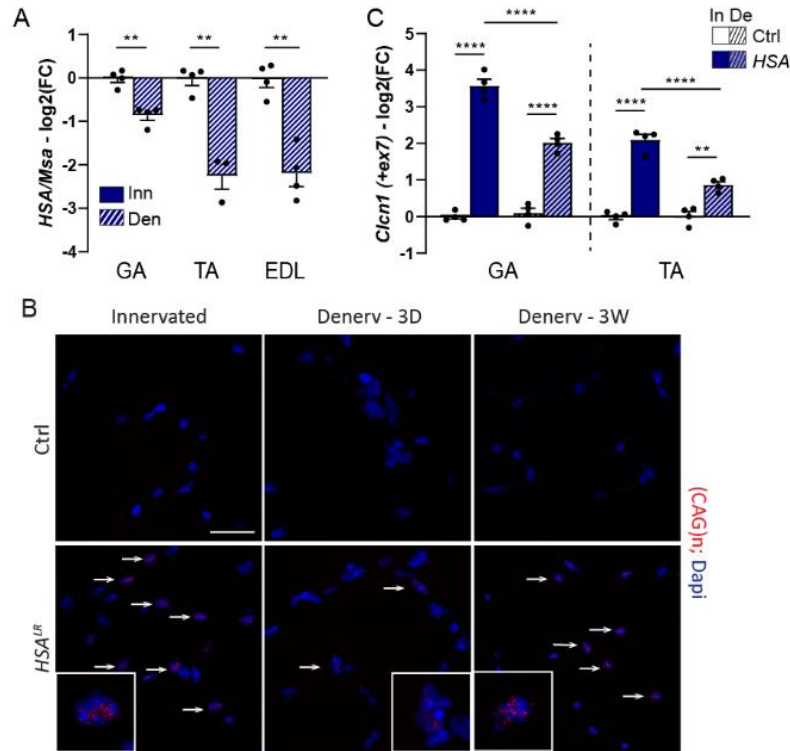

**Figure S9, related to Figure 7: Limits of the *HSA<sup>LR</sup>* mouse model upon nerve injury.** **A** Quantitative PCR analysis of human *ACTA1* in *gastrocnemius*, TA and EDL in *HSA<sup>LR</sup>* innervated muscle and after 3 days of denervation. Results are normalized on mouse *Acta1*, relative to innervated *HSA<sup>LR</sup>* muscle and expressed as log2(Fold Change). n=4 per group. **B** Fluorescent *in situ* hybridization with Cy3-CAG<sub>10</sub> DNA probe, on sections of innervated and denervated (3 days (D) and 3 weeks (W)) muscles from control and *HSA<sup>LR</sup>* mice. Arrows point to positive nuclei. Scale bar, 25  $\mu$ m. **C** Quantitative PCR analysis of spliced transcripts of *Clcn1* in TA and *gastrocnemius* muscles from control and *HSA<sup>LR</sup>* mice after 3 days of denervation. Levels are normalized on total transcript levels, relative to innervated control muscle and expressed as log2(Fold Change). n=4 per group. Data are mean  $\pm$  SEM; \*\* p<0.01; \*\*\*\*p<0.0001; two-tailed unpaired Student's t-test (A) and two-way ANOVA with a Tukey's post-hoc analysis (C).

**Figure S10**

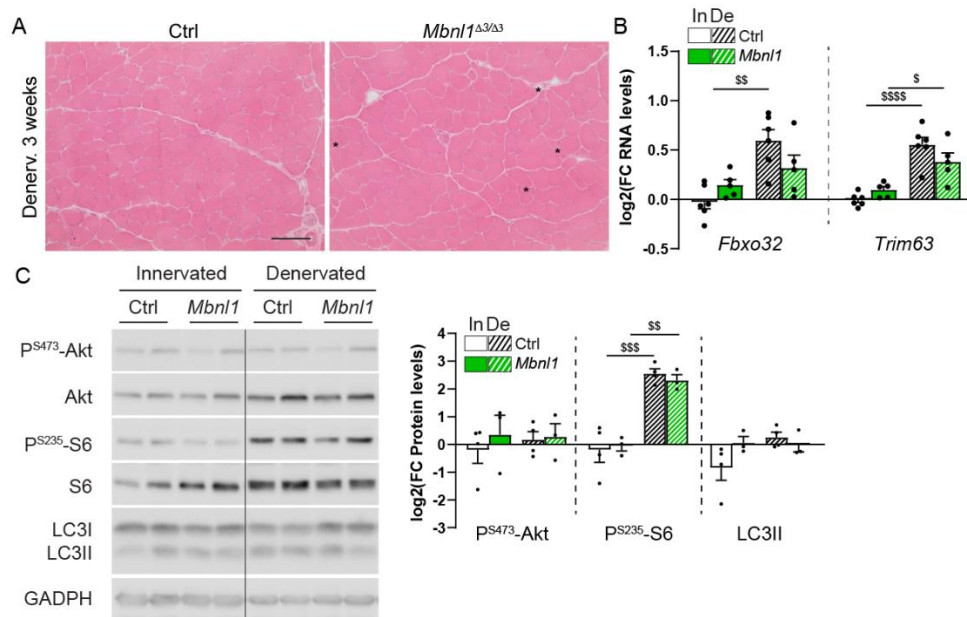

**Figure S10, related to Figure 7: Muscle response to denervation in *Mbn1*<sup>ΔE3/ΔE3</sup> mice.** **A** H&E coloration shows no major alterations in denervated muscle from *Mbn1*<sup>ΔE3/ΔE3</sup> and control mice, 3 weeks after nerve injury. Scale bar, 100 μm. **B** Quantitative PCR analysis of *Fbxo32* and *Trim63* in innervated and 3-day-denervated muscles from *Mbn1*<sup>ΔE3/ΔE3</sup> mice. Transcript levels are normalized to *Tbp*, relative to control innervated muscle and expressed as log2(Fold Change). n=6/5 Ctrl/*Mbn1*<sup>ΔE3/ΔE3</sup>. **C** Western blot analysis of Akt/mTORC1 pathway in total protein lysate of TA muscle from *Mbn1*<sup>ΔE3/ΔE3</sup> mice. Quantification is given for Akt and S6 phosphorylated levels and LC3II levels. Levels are normalized to GAPDH, relative to control innervated muscle and expressed as log2(Fold Change). n = 4/3 Ctrl/*Mbn1*<sup>ΔE3/ΔE3</sup>. All data are mean ± SEM; \$ p<0.05; \$\$ p<0.01; \$\$\$ p<0.001; \$\$\$\$ p<0.0001 between Inn/Den; two-way ANOVA with a Tukey's post-hoc analysis (Inn/Den and Ctrl/ *Mbn1*<sup>ΔE3/ΔE3</sup>).

**Figure S11**

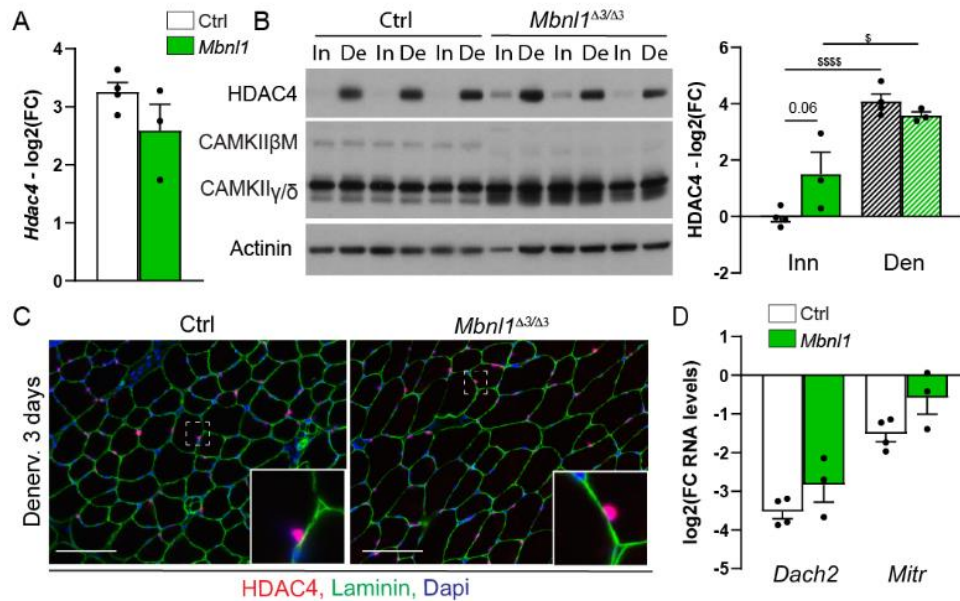

**Figure S11, related to Figure 8. HDAC4 is efficiently induced in denervated *Mbnl1*<sup>ΔE3/ΔE3</sup> muscle. A** Quantitative RT-PCR of *Hdac4* transcript levels in denervated (3 days) muscles from control and *Mbnl1*<sup>ΔE3/ΔE3</sup> mice. Transcript levels are normalized to *Tbp*, relative to innervated control and expressed as log<sub>2</sub>(Fold Change). n = 4/3 Ctrl/*Mbnl1*<sup>ΔE3/ΔE3</sup>. **B** Western blot analysis of HDAC4 protein levels in innervated (In) and denervated (De, 3 days) muscles from control and *Mbnl1*<sup>ΔE3/ΔE3</sup> mice. Protein levels are normalized to α-actinin. Levels are relative to innervated control and expressed as log<sub>2</sub>(Fold Change). n = 4/3 Ctrl/*Mbnl1*<sup>ΔE3/ΔE3</sup>. **C** Fluorescent image of *Mbnl1*<sup>ΔE3/ΔE3</sup> denervated muscle stained with antibodies against HDAC4 (red), laminin (green) and Dapi (blue). Scale bar, 100 μm. Higher magnification panels show HDAC4-positive myonuclei. **D** Quantitative RT-PCR analysis of *Dach2* and *Mitr* in TA muscle from control and *Mbnl1*<sup>ΔE3/ΔE3</sup> mice 3 days post-denervation. Levels are normalized to *Tbp*, relative to control innervated and expressed as log<sub>2</sub>(Fold Change). n = 4/3 Ctrl/*Mbnl1*<sup>ΔE3/ΔE3</sup>. All data are mean ± SEM; \$ p<0.05, \$\$\$\$ p<0.0001 between Inn/Den; two-way ANOVA with a Tukey's post-hoc analysis (Inn/Den and Ctrl/*Mbnl1*<sup>ΔE3/ΔE3</sup>).

Figure S12

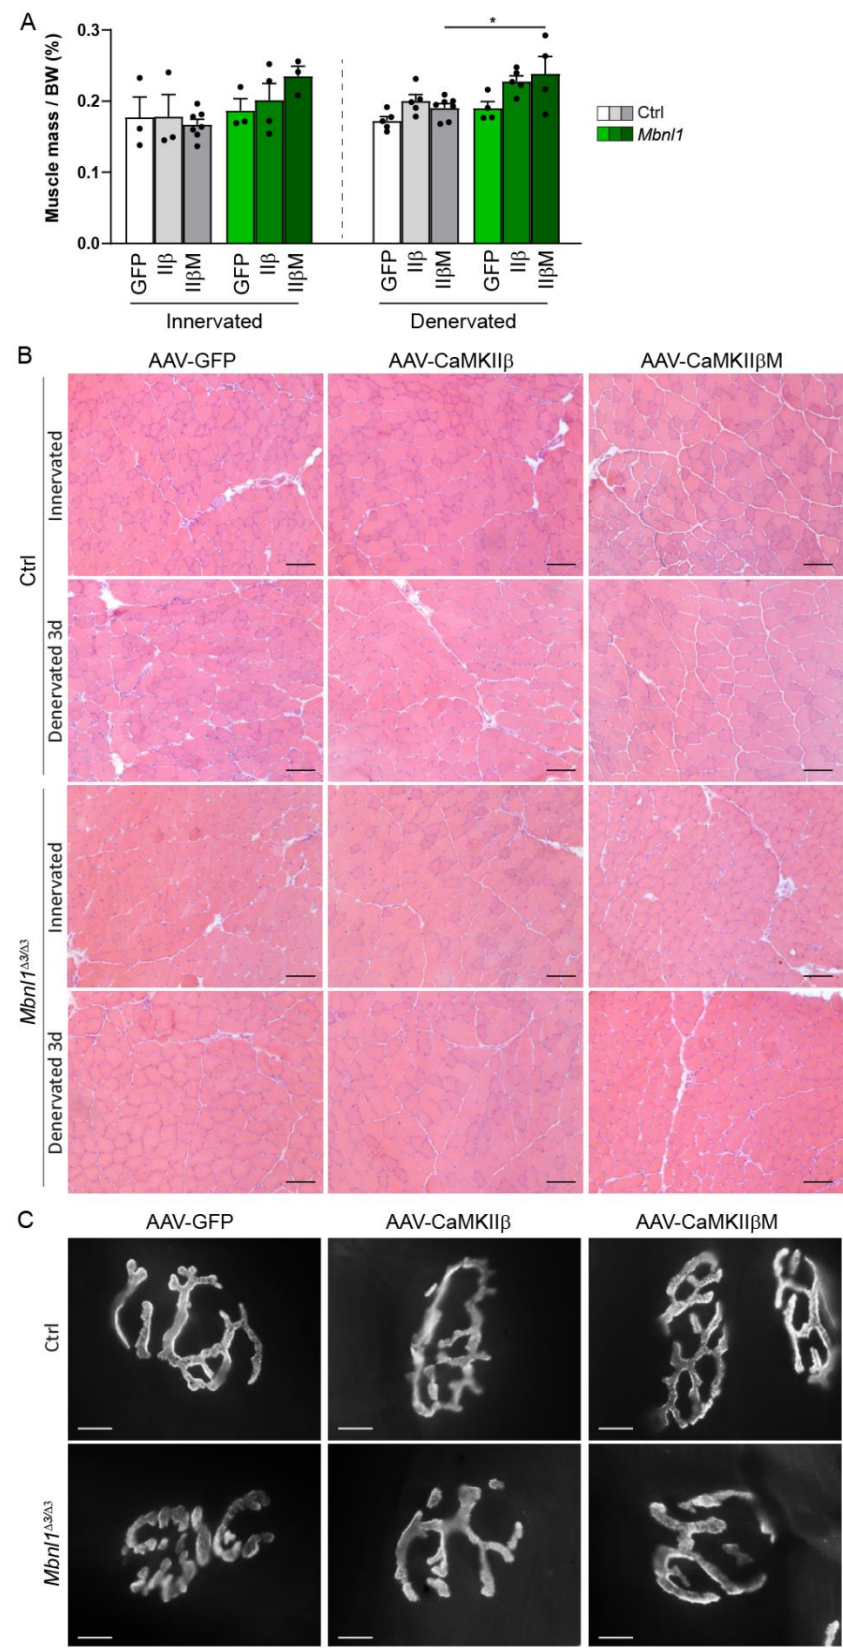

**Figure S12, related to Figure 9: CaMKII $\beta$  overexpression does not perturb muscle phenotype in *Mbnl1* <sup>$\Delta E3/\Delta E3$</sup>  mice.** **A** Mass of control and *Mbnl1* <sup>$\Delta E3/\Delta E3$</sup>  TA innervated and denervated muscles infected with AAV-GFP, -CaMKII $\beta$ , or -CaMKII $\beta$ M. Masses are normalized to total body weight. n = 3/3/7 Ctrl Inn, 5/5/7 Ctrl Den, 3 *Mbnl1* <sup>$\Delta E3/\Delta E3$</sup>  per group (except for Den II $\beta$ M, n=4). All data are mean  $\pm$  SEM. **B** H&E coloration reveals no major alterations in control and *Mbnl1* <sup>$\Delta E3/\Delta E3$</sup>  TA innervated and denervated (3 days) muscles infected with AAV-GFP, -CaMKII $\beta$ , or -CaMKII $\beta$ M. Scale bar, 200  $\mu$ m. **C** Fluorescent images of endplates stained with  $\alpha$ -bungarotoxin in EDL muscles from control and *Mbnl1* <sup>$\Delta E3/\Delta E3$</sup>  mice injected with AAV-GFP, -CaMKII $\beta$ , or -CaMKII $\beta$ M. Scale bar, 10  $\mu$ m.

**Figure S13**

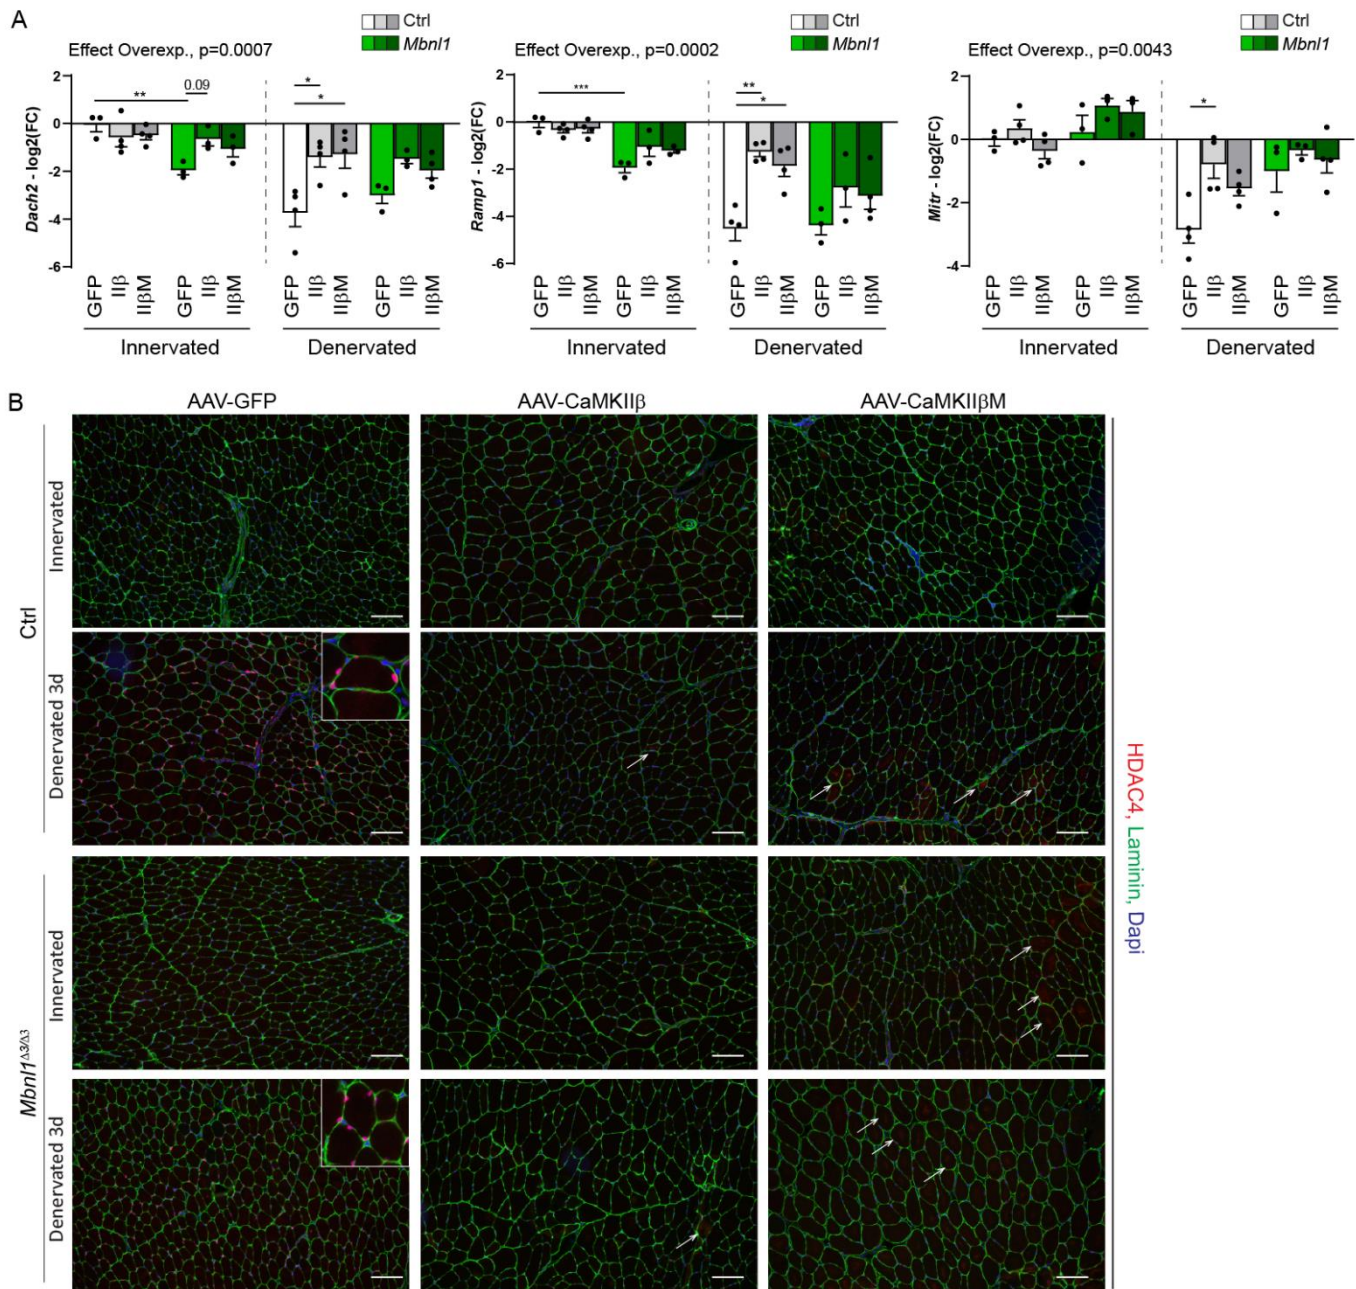

**Figure S13, related to Figure 9: CaMKIIβ overexpression inhibits HDAC4 pathway in control and mutant muscles. A** mRNA levels of *Dach2*, *Ramp1* and *Mitf* in control and *Mbnl1*<sup>ΔE3/ΔE3</sup> TA innervated and denervated (3 days) muscles injected with AAV-GFP, -CaMKIIβ, or -CaMKIIβM. Levels are normalized to *Tbp*, relative to control innervated muscle and expressed as log2(Fold Change).  $n = 4$  Ctrl (except for Inn GFP,  $n=3$ ) and 3 *Mbnl1*<sup>ΔE3/ΔE3</sup> (except for Den IiβM,  $n=4$ ). Data are mean  $\pm$  SEM; \* $p<0.05$ ; \*\*  $p<0.01$ ; two-

way ANOVA with Tukey's post-hoc correction. **B** Fluorescent images of control and *Mbnl1*<sup>ΔE3/ΔE3</sup> innervated and denervated (3 days) muscles stained with antibodies against HDAC4 (red), laminin (green) and Dapi (blue). Scale bar, 100 μm. Higher magnification panels show HDAC4-positive myonuclei. Arrows point to HDAC4 cytoplasmic accumulation.

**Table S1: List of primers**

| <b>Gene</b>                    | <b>Forward primer</b>        | <b>Reverse primer</b>       |
|--------------------------------|------------------------------|-----------------------------|
| <i>Acta1</i> (mouse)           | 5'-CCGGAAAGAAATCTCAACCA-3'   | 5'-CCAAGTCCTGCAAGTGAACA-3'  |
| <i>ACTA1</i> (human)           | 5'-CGAGACCACCTACAACAGCA-3'   | 5'-GGCATACAGGTCCTTCCTGA-3'  |
| <i>Actc1</i>                   | 5'-TTTGTCAACCACTGCTGAACG-3'  | 5'-GAGAGGAGGAAGATGCAGCT-3'  |
| <i>Atp2a1+ex22</i>             | 5'-GCCCTGGACTTTACCCAGTG-3'   | 5'-ACGGTTCAAAGACATGGAGGA-3' |
| <i>Atp2a1 pan</i>              | 5'-GCCCTGGACTTTACCCAGTG-3'   | 5'-CCTCCAGATAGTTCCGAGCA-3'  |
| <i>Camk2b-ex13</i>             | 5'-TTTCTCAGCAGCCAAGAGTTT-3'  | 5'-TTCCTTAATCCCGTCCACTG-3'  |
| <i>Camk2b pan</i>              | 5'-GCACGTCATTGGCGAGGA-3'     | 5'-ACGGGTCTCTTCGGACTGG-3'   |
| <i>Camk2b-ex18</i>             | 5'-CCTGATGTCCTGAGCTTGGT-3'   | 5'-GAACTGGAGATTGGCAGGAG-3'  |
| <i>Camk2b-ex19</i>             | 5'-TCAGTGAGAAGGGGCTGTG-3'    | 5'-CTAGGAGACCCGGAGACAAG-3'  |
| <i>Camk2b-ex20</i>             | 5'-CCCCCAGGATCTCTGACA-3'     | 5'-TGCTTCCGGGATGGGGTGGGC-3' |
| <i>Camk2b-ex13 (gel)</i>       | 5'-GTTCCACCGTGGCCTCTAT-3'    | 5'-TCGGAAGATTCCAGGGCAGC-3'  |
| <i>Camk2b-ex18-20 (gel)</i>    | 5'-CCAGACAAACAGCACCAAAA-3'   | 5'-TGAGCTGCTCTGTGGTCTTG-3'  |
| <i>Camk2g+exon 15/19 (gel)</i> | 5'-AGTTCCAGC GTGCACCTAAT-3'  | 5'-ACGTGGACGTGAGGGTTTAG-3'  |
| <i>Camk2g+exon 19 (gel)</i>    | 5'-ACACCACTACAGAAGACGAAGA-3' | 5'-AACCTCAAACGAACAGGACC-3'  |
| <i>Cdh1</i>                    | 5'-TTTAAGCCCAGCACTCAGGA-3'   | 5'-GGGTTTCTCTGTGTAGCCCT-3'  |
| <i>Clcn1+ex7a</i>              | 5'-GGGCGTGGGATGCTACTTTG-3'   | 5'-AGGACACGGAACACAAAGGC-3'  |
| <i>Clcn1 pan</i>               | 5'-CTGACATCCTGACAGTGGGC-3'   | 5'-AGGACACGGAACACAAAGGC-3'  |
| <i>Chrna1</i>                  | 5'-TCCCTTCGATGAGCAGAACT-3'   | 5'-GGGCAGCAGGAGTAGAACAC-3'  |
| <i>Chrng</i>                   | 5'-GTGTCTTCGAGGTGGCTCTC-3'   | 5'-TCTGGGATTGGAAGATGAGG-3'  |
| <i>Dach2</i>                   | 5'-CCAGCTCAAATCCCAGTCAT-3'   | 5'-CGCAGTTCCTTCTTTTCCTG-3'  |
| <i>Dhrs7c</i>                  | 5'-AGGACTGGGAAAGGAGTGTG-3'   | 5'-TGGTCAAGGTGGCATAGAGG-3'  |
| <i>Hdac4</i>                   | 5'-CAGACAGCAAGCCCTCCTAC-3'   | 5'-AGACCTGTGGTGAACCTTGG-3'  |
| <i>Mitr</i>                    | 5'-CCTGCAGCACCTACTGTTGA-3'   | 5'-GTACCTCTAATGCCCGGTGA-3'  |
| <i>Myogenin</i>                | 5'-ACTCCCTTACGTCCATCGTG-3'   | 5'-CAGGACAGCCCCACTTAAAA-3'  |
| <i>Myh2</i>                    | 5'-ACAAATCTATCCAAGTTCCG-3'   | 5'-TTCGGTCATTCCACAGCATC-3'  |
| <i>Myh4</i>                    | 5'-CAGATGAAAAGGTGGCCATT-3'   | 5'-CTTCCCTTTGCTTTTGCTTG-3'  |
| <i>Ramp1</i>                   | 5'-GGAAGGGTGGGGAAGAATGA-3'   | 5'-TCCATGTCAAAGTCCGGGAA-3'  |
| <i>Tbp</i>                     | 5'-CTCAGTTACAGGTGGCAGCA-3'   | 5'-CAGCACAGAGCAAGCAACTC-3'  |

How the deposited data were processed for this re-analysis (not part of the article)

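RNA was sequenced from *gastrocnemius* muscle of 3-month-old *HSA* LR mice and FVB control mice that had received vehicle or AICAR, with 5 mice in each *HSA* LR group and 3 mice in each control group. The paper reports on the comparison of *HSA* LR with control muscle, and its text does not mention AICAR. The condition of each mouse was taken from the sample labels, and all 16 libraries had a column in the deposited counts.

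The authors mapped single-end reads to the mm10 mouse genome with STAR, reported a single location for reads with several equally good ones, and counted with QuasR the reads that started within any exon of the RefSeq annotation. The deposited values are these counts per gene, as whole numbers without normalization, for 24454 genes listed by Entrez identifier together with a gene length. The labels describe stranded libraries of polyadenylated RNA, and the paper's text does not name whether the strand was used in counting. Gene names and positions were taken from the RefSeq annotation of GRCm38.p6, and exons and sequences from the GENCODE annotation of GRCm38, which is the same assembly as mm10.

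The counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM, genes were kept by edgeR's filterByExpr function over the 4 groups, and glmQLFit without robust estimation and glmQLFTest were applied to all 16 libraries in a model with 1 mean per group. The supplement names edgeR for these data without giving the design. An adjusted p-value under 0.05 after Benjamini-Hochberg adjustment over the 15487 genes tested was the threshold. Contrasts compared *HSA* LR with control mice after vehicle and after AICAR, AICAR with vehicle in each genotype, and the AICAR effects of the 2 genotypes with each other. Log2 fold changes and standard errors are those of the fitted model, and means and SDs are those of TMM-normalized CPM. Single genes and shares of *Camk2* counts were also compared by two-sided exact permutation tests over all splits of the mice.

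The samples, tests, alternatives and the rule for naming genes were chosen before the data were examined. The rule names each gene of the paper's text that was analysed and, for each contrast, the 5 higher and 5 lower genes with the largest log2 fold change among different genes whose groups did not overlap and whose mean count was at least 50. The condition on overlap was not applied to the difference between the AICAR effects. A gene that met this rule is not reported here. *Camk1d*, *Camk2n2* and the epidermal genes were chosen after their values were seen. The alternatives were DESeq2 1.42.0 with its size factors, the edgeR likelihood ratio test, limma 3.58.1 with voom, RLE, upper-quartile and library-size scaling, scaling to *Tbp*, no filter on low counts, a minimum of 10 counts in every library, robust dispersion estimates, a fit of only the 2 groups compared, and leaving out each mouse in turn. Corrections for gene length, GC content and an epidermal marker score were added after the data had been seen.

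On simulated counts, 200 genes with a mean count of at least 50 were changed by at least 2-fold. The edgeR quasi-likelihood test was tested on them for each contrast. It recovered 184 of the 200 among 15356 genes with 5 false calls for *HSA* LR against control after vehicle, 189 among 15337 with 10 false calls for AICAR in *HSA* LR mice, and 180 among 15342 with 11 false calls for AICAR in control mice. For the difference between the AICAR effects it recovered 169 among 15347 with 13 false calls, and for *HSA* LR against control after AICAR 185 among 15357 with 4 false calls. Smaller changes, such as those of *Camk2b* and *Camk2g*, and larger numbers of changed genes were not simulated, so the recovery does not apply to them. Of the 4169 genes different between genotypes after vehicle, 670 changed by at least 2-fold.

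The number of reads counted on genes was between 64890014 and 81987726 per library, with a median of 73021286. At this depth the error of the values for the *Camk2* genes came mostly from differences between mice. Replicates differed by more than sampling noise, with a chi-square per degree of freedom between 24.0 and 134 for all pairs within a group, which speaks only against copies of the same library. That the libraries come from separate mice was taken from the labels. Mice of different groups share no identifier, and no pairing was used.

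Counts of single exons and junctions were not analysed here, so the planned test of junction usage was not run, and the inclusion of single exons was not measured. The qPCR, immunoblot and imaging data of the paper and the RNA-seq data of patients were not used here.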

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

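The tests of other splits of the mice, epidermal RNA, gene length and GC content in this part were chosen only after the results they bear on had been seen, while the 2 tests of replicate S460 of the AICAR-treated *HSA* LR mice were set after its values had been seen to stand apart and before the values of the tests were computed.

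Several values of single mice lay far from the rest of their group. Of 128 groups of 5 values tested, 15 contained such a value, where chance gives 6.4. In vehicle-treated *HSA* LR mice these were the *Camk2a* share of *Camk2* counts in replicate S451 (31.2%, others 37.0% to 39.0%), *Camk2b* in S452 (289 normalized CPM, others 258 to 262), *Clcn1* in S459 (108, others 79.6 to 85.8), *Myog* in S451 (31.5, others 21.2 to 23.8) and *Chrng* in S458 (1.33, others 0.771 to 0.821). In AICAR-treated *HSA* LR mice they were *Musk* in S454 (85.3, others 56.8 to 62.1), *Gm18852* in S455 (2.01, others 0.823 to 1.10), *Camk2n2* in S455 (1.57, others 1.91 to 1.94) and *Krt15* in S454 (0.0137, a single read, with no read in the other mice). No technical or biological explanation was tested for these values.

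The remaining 6 values belong to replicate S460 of the AICAR-treated *HSA* LR mice. They were the *Camk2d* share of *Camk2* counts (12.6%, others 8.54% to 9.44%) and the normalized CPM of *Camk1d* (28.2, others 16.2 to 17.6), *Clca4a* (5.14, others 1.79 to 2.75), *Krt8* (39.0, others 2.69 to 4.29), *Krt18* (31.7, others 2.36 to 5.58) and *Epgn* (1.96, others 1.16 to 1.28). All 6 were shifted from those of the other AICAR-treated *HSA* LR mice in the direction of the vehicle-treated *HSA* LR mice, and *Krt8* lay above the highest of these (30.9). If the mouse were mislabelled, it would lie near the vehicle group over all responding genes. On an axis from the mean of the vehicle-treated *HSA* LR mice at 0 to the mean of the other 4 AICAR-treated *HSA* LR mice at 1, over the 4179 genes that were different without it and among the 15487 tested with all mice, it lay at 0.792, while the other mice lay between 0.953 and 1.04 when placed in the same way. A mislabelled sample was therefore not what the test showed. A weaker response of this mouse to AICAR would also lower its distance from the vehicle group along the AICAR effect of control mice. That distance was 0.655, against a mean of 0.663 for the other 4 mice (0.611 to 0.732), so along that effect the response was not weaker. Its position of 0.792 was nevertheless the lowest of the 5, and a weaker response of the genes that AICAR changed in *HSA* LR mice remains possible. What sets this mouse apart was not resolved, and 1 unusual mouse of 5 may be chance.

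AICAR-treated mice are not reported on in the paper. In *HSA* LR mice, 4121 genes were different between AICAR and vehicle (2114 higher and 2007 lower, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 100 splits drawn from the 126 possible splits of these 10 mice, 1, the real one, gave as many genes, and the highest of the others gave 403. The largest increases were those of *Clec4d* (log2 fold change 5.06), *Mast1* (4.39), *Cspg5* (4.36), *Ifi30* (4.20) and *Rprml* (4.18). The largest decreases were those of epidermal genes, which were at or under 3 counts in every AICAR-treated *HSA* LR mouse. *Dsg1a* was at least 152-fold lower, *Flg2* at least 89.5-fold lower, *Krt15* at least 206-fold lower, *Lce1m* at least 76.1-fold lower and *Dsc1* at least 64.2-fold lower. These bounds rest on the mean of the vehicle-treated *HSA* LR mice, which replicate S453 raised. It had 26.4 normalized CPM of *Krt15* (others 0.0557 to 8.45) and 18.9 of *Dsg1a* (others 0.153 to 7.28). The decreases were no longer past the threshold in 9 alternatives for *Dsg1a* and *Flg2*, 8 for *Lce1m* and *Dsc1* and 2 for *Krt15*.

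A candidate explanation for the epidermal genes is RNA of skin in some muscle samples. *Krt14* was above 1 normalized CPM in 6 libraries (2.98 to 32.2) and between 0 and 0.0835 in the other 10. The 6 were 4 of the 5 vehicle-treated *HSA* LR mice, 1 of the 3 vehicle-treated and 1 of the 3 AICAR-treated control mice, and none of the 5 AICAR-treated *HSA* LR mice. Within these 6 libraries, markers of the basal layer (*Krt5*, *Krt14*, *Krt15*) and of the upper layers (*Krt1*, *Lor*, *Flg2*, *Dsg1a*, *Krtdap*) of the epidermis rose and fell together (Pearson r = 0.989, exact permutation p = 0.0014; Spearman rho = 1, exact p = 0.0028; r = 0.967 without the 2 libraries farthest from the median). Because these markers had been chosen for this pattern, this could hardly have come out otherwise. The 48 genes between *Lor* and *Tchh* on chromosome 3 (92080271 to 93449077) other than the markers and *Tchh*, in a region of epidermal genes, followed the marker score (Pearson r = 0.994, exact permutation p = 0.0014; Spearman rho = 1, exact p = 0.0028; r = 0.965 without the 2 farthest libraries). The 4 relations computed had an adjusted p of 0.0028. The sum of the 48 genes was 4.82 to 40.9 normalized CPM in the 6 libraries and 0 to 5.02 in the other 10, so on these genes the 2 sets overlapped. Reads of the 8 markers together numbered 1525 to 12639 in the 6 libraries and 17 to 95 in the others. The relations within the 6 libraries are consistent with epidermal RNA in them, while smaller amounts in the others were not excluded.

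The marker score differs between the groups, so a model with the score as a covariate removes both epidermal RNA and part of the AICAR effect in *HSA* LR mice. With it, 2049 genes were different between AICAR and vehicle in *HSA* LR mice, 1933 of them among the 4121. Over 20 shuffles of the score among the mice, the median was 3930.5 genes and the lowest 2539. The AICAR effect in *HSA* LR mice can therefore not be told apart from epidermal RNA for part of these genes. The 5 higher genes named kept log2 fold changes between 4.09 (*Ifi30*) and 5.58 (*Clec4d*), while *Dsg1a*, *Flg2*, *Krt15*, *Lce1m* and *Dsc1* had adjusted p-values between 0.11 and 0.14 with the covariate. Because *Dsg1a*, *Flg2* and *Krt15* are themselves part of the score, this fit cannot test an epidermal origin for them. All 8 marker genes were lower after AICAR in *HSA* LR mice (adjusted p between 0.014 and 0.037) and not in control mice (between 0.84 and 0.997), but the test of the difference itself gave adjusted p-values between 0.19 and 0.30.

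In control mice, 2039 genes were different between AICAR and vehicle (1301 higher and 738 lower). Of the 10 splits of these 6 mice, 1, the real one, gave as many genes, which is the lowest share that 3 mice against 3 allow, so this share alone cannot tell the result from a grouping by chance. The other 9 splits gave 0 genes, and between 321 and 1371 genes at an unadjusted p under 0.05, against 4408 for the real split. The epidermal covariate gave 1942 genes. The largest increases were those of *Ifi30* (log2 fold change 4.36), *Nr4a3* (4.26), *Clec4d* (4.21), *Clca4a* (4.14, an uncertain size because vehicle-treated control mice had 0 to 0.0854 normalized CPM) and *Cspg5* (3.84). The size for *Nr4a3*, and so its rank, is uncertain as well, because vehicle-treated control mice ranged from 6.69 to 58.4 normalized CPM. The largest decreases were those of *Tgtp1* (-3.08), *Tgtp2* (-2.80), *Nmrk2* (-2.57) and *Gm18852* (-2.55), and *Chia1* was at least 4.00-fold lower. These decreases were no longer past the threshold in 7 alternatives for *Tgtp2*, 6 for *Tgtp1*, 5 for *Gm18852* and 4 for *Chia1*. That of *Nmrk2* stayed past it in all alternatives. *Tgtp1* and *Tgtp2* are neighbouring genes of similar sequence whose reads the counting could have divided. Part of the AICAR response was shared by the genotypes, with 1238 genes different in both, where 543 would be expected if the calls were independent, and 1213 of them changed in the same direction.

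The AICAR effect itself differed between *HSA* LR and control mice for 107 genes (32 with a higher and 75 with a lower effect in *HSA* LR mice). The largest positive log2 differences were those of *Trim66* (2.04), *Inmt* (1.84), *Zc3h6* (1.59), *Adamts1* (1.26) and *Pla2g7* (1.07). The largest negative differences were those of *Clca4a* (-4.81), *Atf3* (-2.90), *Epgn* (-2.52), *Tnfrsf12a* (-2.36) and *Nmnat2* (-2.31), of which that of *Clca4a* rests on the same low counts. These 10 differences kept their sign in every alternative, but *Epgn* was no longer past the threshold in 13 of 25 alternatives, *Clca4a* in 12 of 24, *Zc3h6* in 11 of 25, *Atf3* in 9, *Nmnat2* in 6, *Trim66* and *Pla2g7* in 5, *Tnfrsf12a* in 3, *Adamts1* in 2 and *Inmt* in 1. *Camk1d* (-1.37), which was chosen after its values were seen, also differed. Of 100 splits drawn from 5040, 4 gave as many genes, the real one included. The other 3, with 1878, 1123 and 853 genes, kept 3, 0 and 3 of the 3 control mice and 1, 4 and 1 of the 5 *HSA* LR mice under their AICAR label, so that the treatment was nearly reversed in 1 genotype and a shared AICAR effect entered the difference. With the epidermal covariate 58 genes differed, 50 of them among the 107, and 4 of 20 shuffles of the score gave as few. With the covariate the 10 differences named were 2.07 (*Trim66*), 1.96 (*Inmt*), 1.60 (*Zc3h6*), 1.08 (*Adamts1*), 0.99 (*Pla2g7*), -4.94 (*Clca4a*), -3.05 (*Atf3*), -2.67 (*Epgn*), -2.48 (*Tnfrsf12a*) and -2.14 (*Nmnat2*), with adjusted p-values between 0.027 (*Inmt*) and 0.078 (*Zc3h6*). Epidermal RNA therefore did not account for the sizes of these 10 differences, while the number of genes past the threshold cannot be told apart from an effect of it.

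Between *HSA* LR and control mice after AICAR, 3379 genes were different (1886 higher and 1493 lower), and 1 of the 56 splits gave as many, with 180 genes in the highest of the others. The epidermal covariate gave 3279 genes and removal of each library's trend with gene length 3139, of which 2986 and 2701 were among the 3379. Epidermal RNA and gene length therefore did not account for most of these genes. Removal of the trend with GC content gave 3431 genes, but because Spearman's rho between GC content and log2 fold change was 0.0073 before it, there was almost no trend to remove and this count does not test GC content. *Ccdc180* was at least 24.2-fold higher and *Chia1* at least 29.1-fold higher in *HSA* LR mice. *Rdh8* (log2 fold change 5.37), *Krt8* (4.98) and *Myo1a* (4.48) were the next highest, but the value of *Krt8* rests on replicate S460 and was 3.42 without it, below the 4.30 of *Myo1a* in the same fit. Among the largest decreases were those of *Nr4a2* (-2.81), *Actc1* (-2.58), *Kcnab1* (-2.50) and *Rmi2* (-2.37).

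After vehicle, 1 of the 56 splits of the mice gave as many different genes between *HSA* LR and control mice as the 4169 of the real split, and the highest of the others gave 63. The genes with the largest differences lie outside those the paper discusses, apart from *Actc1*. They were *Clca4a* (log2 fold change 6.89), *Krt8* (6.76), *Krt18* (6.25), *Myo1a* (6.03) and *Clca1* (5.76) among the higher and *Kcnab1* (-2.71), *Pfkfb3* (-2.39), *Pla2g5* (-2.35) and *Slc15a5* (-2.05) among the lower genes. For *Slc15a5*, vehicle-treated control mice ranged from 1.35 to 5.29 normalized CPM, so the size of its fold change is uncertain. With the epidermal covariate 3541 genes were different (3407 of them among the 4169), and these 9 genes kept their direction with adjusted p-values up to 0.0016. Removal of the trend with gene length left 3725 genes (3147 among the 4169) and of that with GC content, known for 97.7% of the tested genes, 4076 (3685 among the 4169). Library totals overlapped between the groups, and scaling by library size alone gave 3904 genes. The tested technical explanations therefore did not account for most of these differences, and an effect of the genotype is a hypothesis consistent with them. A difference in housing or dissection shared by all mice of a genotype was not tested.

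Among the genes named in this part, *Clca4a*, *Kcnab1*, *Pfkfb3*, *Pla2g5*, *Mast1*, *Ifi30*, *Dsg1a*, *Tgtp1*, *Nmrk2*, *Gm18852*, *Pla2g7*, *Tnfrsf12a*, *Nr4a2*, *Rmi2*, *Camk1d*, *Camk2n2*, *Camk2a*, *Camk2d* and *Clcn1* overlap other annotated genes, and reads in the overlaps were not separated.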

How the results depend on the processing

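The corrections for gene length, GC content and the epidermal marker score were chosen only after the results had been seen.

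The log2 fold changes of single genes other than *Camk2b*, *Camk2d* and *Camk2g* after vehicle made up 102 results, for which the alternatives gave 1867 values. Of these, 1628 kept their direction and their side of the threshold, 198 (in 34 results) kept their direction and were no longer past the threshold, 18 (in 6 results) passed it only under the alternative, and 23 (in 9 results) changed sign. For these changes and those given for single results, the cause was not tested.

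*Camk2b* and *Camk2d* kept their direction and an adjusted p-value under 0.05 in all 19 alternatives, with log2 fold changes between 0.40 and 0.72 and between 1.03 and 1.41. *Camk2g* depended on the processing. Its log2 fold change of -0.20 (adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 0.013 and 0.67 over its alternatives) became 0.076 relative to *Tbp*, and it was no longer past the threshold without a filter on low counts (-0.19), in a fit of only the 2 groups (-0.20), with the epidermal covariate (-0.14), after correction for gene length (-0.17), and in 5 of the 8 fits that each left out a mouse (range over the 8 fits -0.26 to -0.15). Scaling to *Tbp* raised the median log2 fold change of all genes by 0.27, so a gene at 0.076 on this scale was lower than the median gene.

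The number of different genes between *HSA* LR and control mice after vehicle stayed within 1.5 times of 4169 in every alternative, from 2826 in the fits that each left out a mouse to 4621 with DESeq2. For AICAR in *HSA* LR mice the count of 4121 moved by more only with the epidermal covariate (2049), and was 3146 to 4180 with single mice left out. For AICAR in control mice the count of 2039 moved to 1164 in a fit of only these 2 groups and to between 1143 and 1726 with single mice left out. For the difference between the AICAR effects the count of 107 moved to 536 with DESeq2, 322 with the likelihood ratio test and 58 with the epidermal covariate, and lay between 15 and 371 over the 16 fits that each left out a mouse. For *HSA* LR against control after AICAR the count of 3379 lay between 2214 and 3790 with single mice left out. Scaling changed the balance of higher and lower genes. By library size alone, 30.9% of the genes different after AICAR in *HSA* LR mice were higher (1327 higher, 2962 lower), against 51.3%, and 50.7% in control mice (916 higher, 890 lower), against 63.8%. By the upper quartile, 45.1% were higher in control mice (945 higher, 1149 lower), and 40.7% of the differences between AICAR effects were positive (48 and 70), against 29.9%.

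The genes of the paper's qPCR list that were different after vehicle numbered between 6 and 8 with single mice left out, and between 7 and 9 with adjustment over the list alone. Signs also changed for genes whose difference was not past the threshold. Between *HSA* LR and control mice after vehicle, scaling to *Tbp* gave 0.10 for *Camk2a*, 0.28 for *Ramp1* and 0.26 for *Dhrs7c*, and library size alone gave 0.011 for *Dhrs7c*. Over the 8 fits that each left out a mouse, the log2 fold change lay between -0.17 and 0.26 for *Ramp1*, between -0.084 and 0.065 for *Dhrs7c* and between -0.076 and 0.95 for *Cdh1*, with a change of sign in 4, 4 and 1 of the fits. For AICAR in control mice, *Cdh1* was -0.12 with voom. Over the 6 fits of this contrast that each left out a mouse, it lay between -0.039 and 0.33 for *Camk2n2*, between -1.20 and 0.092 for *Chrng*, between -0.40 and 0.022 for *Ramp1*, between -0.71 and 0.55 for *Cdh1* and between -0.40 and 0.27 for *Hdac9*.

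No paired analysis was possible because mice of different groups share no number in the labels. The planned test of junction usage was not run, since single junctions were not analysed here. With 3 control mice in each group, an exact test of a single gene cannot give a p-value under 0.10 for AICAR in control mice, and counts of low genes such as *Chrng* (12 to 109 reads per library) limit the precision of their fold changes.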

Differences from the paper's values

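The alternatives in this part were set before the data were examined, except the added corrections for epidermal RNA, gene length and GC content, which were chosen only after the values had been seen. The paper measured transcripts by qPCR relative to *Tbp* in *gastrocnemius* muscle, from mice that its text does not relate to the sequenced ones. For *Hdac9* it measured the splice variant *Mitr* and not the gene total. The paper's values were read by eye from the figures. The values given beside them are log2 fold changes of RNA-seq counts of whole genes between vehicle-treated *HSA* LR and control mice. A gap was called where the signs differed or the distance exceeded the spread between mice. That spread was the larger SD of log2 RNA-seq values in the vehicle groups, such as 0.071 for *Camk2b* and 0.92 for *Chrng*. The rule leaves out the error of the qPCR values and of reading figures, so no gap is shown to exceed these errors.

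For *Camk2b* the log2 fold change was 0.45 against the paper's value of about 0.95 in Fig. 2D, read by eye. None of the 16 alternatives set before the data were examined closed the gap, with values between 0.40 and 0.72, the highest relative to *Tbp*, nor did the added corrections, with values between 0.42 and 0.50. For *Clcn1* it was -1.01 against the paper's value of about -1.7 in Fig. 1F, read by eye, and no alternative closed the gap (-1.10 to -0.73). For *Chrna1* it was 1.24 against the paper's value of about 0.87 in Fig. 5C, read by eye. Only the fit without FVB vehicle replicate S446 brought the value, at 1.12, to within the spread between mice of the paper's value, and the other 15 alternatives did not. For *Chrng* it was 0.65 against the paper's value of about 2.4 in Fig. 5C, read by eye, and no alternative closed the gap (0.30 to 1.33). For *Ramp1* it was -0.014 against the paper's value of about -0.5 in Fig. 6G, read by eye. The difference from the paper's value was within the spread between mice without FVB vehicle replicate S445 or S446 or without *HSA* LR vehicle replicate S458 (-0.11, -0.16 and -0.17), and not in the other 13 alternatives. For *Hdac9*, of which *Mitr* is a splice variant, it was -0.44 against the paper's value of about 0.5 in Fig. 6G, read by eye, and its sign stayed opposite to the paper's in all 16 alternatives (-0.64 to -0.11). Relative to *Tbp* (-0.14) and without FVB vehicle replicate S450 (-0.11), the difference from the paper's value was nevertheless within the spread between mice.

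The paper states that transcripts of *Chrng* rose in *gastrocnemius* muscle of *HSA* LR mice, while here its log2 fold change of 0.65 was not past the threshold (adjusted p = 0.29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was past the threshold without FVB vehicle replicate S450, at 1.33 (adjusted p = 0.048 from the same edgeR test, with a range of 0.048 to 0.68 over its 16 alternatives). The paper states that levels of *Hdac4* did not change, and here the log2 fold change of 0.37 was not past the threshold (adjusted p = 0.13 from the same edgeR test) except relative to *Tbp* (0.65) and without *HSA* LR vehicle replicate S458 (0.49). The paper describes *Mitr* as increased in mutant muscles, while the total of *Hdac9* was not different here (adjusted p = 0.49 from the same edgeR test). The paper describes *Ramp1* and, to a smaller degree, *Dhrs7c* as reduced in one or both of its mouse models, while here the log2 fold changes were -0.014 and -0.0050 (adjusted p = 0.97 and 0.99 from the same edgeR test), and neither gene was past the threshold in any of its 16 alternatives.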

Other observations

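In this part, the tests of the trend with gene length and of the opposite direction of the AICAR and genotype effects were chosen only after the results had been seen, and so were the genes *Camk1d* and *Camk2n2*.

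The paper measured by qPCR, in mice that its text does not relate to the sequenced ones, transcripts of 14 genes in *gastrocnemius* muscle of *HSA* LR mice. For *Hdac9* it measured the splice variant *Mitr*, while the RNA-seq counts give the gene total. In the RNA-seq counts after vehicle, 8 of the 14 were different from control mice (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), and also 8 with adjustment over the list alone. Higher were *Camk2b*, *Musk* (log2 fold change 1.43, standard error 0.26), *Chrna1* (1.24, standard error 0.17), *Myog* (0.78, standard error 0.21) and *Chrne* (0.63, standard error 0.16). Lower were *Actc1* (-3.15, standard error 0.32), *Clcn1* (-1.01, standard error 0.11) and *Dach2* (-0.91, standard error 0.33, adjusted p = 0.0495 from the edgeR test, past the threshold in 6 of its 16 alternatives). The size for *Actc1* is uncertain, because vehicle-treated control mice ranged from 34.1 to 159 normalized CPM. *Hdac4*, *Chrng*, *Ramp1*, *Dhrs7c*, *Cdh1* and *Hdac9* were not past the threshold. *Musk* ranged from 20.6 ± 0.409 normalized CPM in control mice (SD, n = 3) to 55.4 ± 16.7 in *HSA* LR mice (SD, n = 5). AICAR changed 7 of the 14 in *HSA* LR mice (9 over the list alone) and 5 in control mice (6 over the list alone), among them *Myog*, which fell by 1.37 and by 1.02 on the log2 scale. The count of list genes whose AICAR effect differed between the genotypes was 0, and at an unadjusted p under 0.05 it was 3.

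*Tbp*, the reference gene of the paper's qPCR, was itself lower in *HSA* LR mice after vehicle, at 5.36 ± 0.437 normalized CPM (SD, n = 5) against 6.47 ± 0.561 (SD, n = 3), a log2 fold change of -0.27 (standard error 0.09, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene had between 356 and 512 reads per library. The vehicle groups overlapped, with the lowest control mouse at 5.83 and the highest *HSA* LR mouse at 5.90 normalized CPM. After AICAR the control mice had 5.26, 5.72 and 5.87, and the *HSA* LR mice had 5.86, 6.34, 5.19, 5.35 and 6.27. *Tbp* was thus not seen to be lower in *HSA* LR mice after AICAR.

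After AICAR, *Camk2b* was higher than after vehicle in both genotypes, with log2 fold changes of 0.33 in *HSA* LR mice (adjusted p = 0.0017 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, past the threshold in all 20 alternatives) and 0.27 in control mice (adjusted p = 0.042 from the same edgeR test, past the threshold in 8 of 16 alternatives). *Camk2d* fell by 0.47 on the log2 scale in *HSA* LR mice (adjusted p = 0.0036 from the same edgeR test) and was not different in control mice (log2 fold change 0.24, adjusted p = 0.24), and the difference between these effects was not past the threshold (-0.71, adjusted p = 0.065, range 0.0043 to 0.12 over its 25 alternatives, 3 of them past the threshold). In *HSA* LR mice, two-sided exact permutation tests gave p = 0.0079 for *Camk2b*, with every AICAR-treated mouse above every vehicle-treated one, and p = 0.016 for *Camk2d*, for which the groups overlapped.

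*Camk1d* had 44.3 ± 4.48 normalized CPM in vehicle-treated *HSA* LR mice (SD, n = 5) and 7.77 ± 1.08 in vehicle-treated control mice (SD, n = 3), a log2 fold change of 2.51 (standard error 0.17, adjusted p = 1.8e-07 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). After AICAR it fell by 1.20 on the log2 scale in *HSA* LR mice, to 19.3 ± 4.98 (SD, n = 5). In control mice the change was 0.17, and the difference between the effects was past the threshold (adjusted p = 0.018 from the same edgeR test, and in 24 of 25 alternatives, with a highest adjusted p of 0.055). *Camk2n2*, which encodes an inhibitor of CaMKII, rose from 0.696 ± 0.177 in control mice (SD, n = 3) to 2.38 ± 0.193 in *HSA* LR mice (SD, n = 5), a log2 fold change of 1.77 (standard error 0.15, adjusted p = 1.4e-06 from the same edgeR test). Both were past the threshold in all 18 alternatives of this contrast. The paper does not report on these genes. No explanation was tested for them. The related gene *Camk2n1* was more abundant and was not different between the vehicle groups (two-sided exact permutation test, p = 0.70). It had 8.27, 9.36 and 9.97 normalized CPM in control mice and 7.70, 7.03, 10.7, 10.6 and 8.02 in *HSA* LR mice. *Camk1*, *Camk1g*, *Camk4*, *Camkk1* and *Camkk2* were not different there either (p between 0.14 and 0.93 from the same permutation test).

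Longer genes were lower in *HSA* LR than in control muscle after vehicle. Across genes, which are not independent replicates, Spearman's rho between gene length and log2 fold change was -0.260. The median log2 fold change was 0.12 for 4618 genes of up to 2000 bp, 0.00082 for 7974 genes of up to 5000 bp and -0.14 for 2895 longer genes. If the trend came from the handling of only the vehicle-treated libraries, it would be absent after AICAR, but there rho was -0.208. A difference shared by all *HSA* LR libraries, in RNA quality for example, would give the same value, so the trend may be technical or biological and the test cannot tell.

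The AICAR effect in *HSA* LR mice ran against the genotype effect. Of 1433 genes different in both, 1076 changed in opposite directions, and across all genes Spearman's rho between the effects was -0.250. The vehicle-treated *HSA* LR mice enter both effects, which alone gives a negative correlation. In 20 splits of these mice in which no mouse entered both effects, rho stayed negative, with a median of -0.132 (-0.235 to -0.0775), while the analogous value in control mice was 0.0541. After removal of each gene's slope on the epidermal marker score, the median was -0.125 (-0.187 to -0.0711). The shared mice and epidermal RNA therefore did not account for the whole correlation. A partial reversal of the genotype effect by AICAR is a hypothesis consistent with this, but a feature of all vehicle-treated *HSA* LR mice other than genotype would look the same.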
